# Key features of the environment promoting liver cancer in the absence of cirrhosis

**DOI:** 10.1038/s41598-021-96076-2

**Published:** 2021-08-18

**Authors:** Marco Youssef William Zaki, Ahmed Khairallah Mahdi, Gillian Lucinda Patman, Anna Whitehead, João Pais Maurício, Misti Vanette McCain, Despina Televantou, Sameh Abou-Beih, Erik Ramon-Gil, Robyn Watson, Charlotte Cox, Jack Leslie, Caroline Wilson, Olivier Govaere, John Lunec, Derek Austin Mann, Sirintra Nakjang, Fiona Oakley, Ruchi Shukla, Quentin Mark Anstee, Dina Tiniakos, Helen Louise Reeves

**Keywords:** Cancer models, Hepatocellular carcinoma, Non-alcoholic steatohepatitis, Type 2 diabetes, Obesity, Cancer microenvironment

## Abstract

The prevalence of obesity and non-alcoholic fatty liver disease (NAFLD) associated hepatocellular carcinoma (HCC) is rising, even in the absence of cirrhosis. We aimed to develop a murine model that would facilitate further understanding of NAFLD-HCC pathogenesis. A total of 144 C3H/He mice were fed either control or American lifestyle (ALIOS) diet, with or without interventions, for up to 48 weeks of age. Gross, liver histology, immunohistochemistry (IHC) and RNA-sequencing data were interpreted alongside human datasets. The ALIOS diet promoted obesity, elevated liver weight, impaired glucose tolerance, non-alcoholic fatty liver disease (NAFLD) and spontaneous HCC. Liver weight, fasting blood glucose, steatosis, lobular inflammation and lipogranulomas were associated with development of HCC, as were markers of hepatocyte proliferation and DNA damage. An antioxidant diminished cellular injury, fibrosis and DNA damage, but not lobular inflammation, lipogranulomas, proliferation and HCC development. An acquired CD44 phenotype in macrophages was associated with type 2 diabetes and NAFLD-HCC. In this diet induced NASH and HCC (DINAH) model, key features of obesity associated NAFLD-HCC have been reproduced, highlighting roles for hepatic steatosis and proliferation, with the acquisition of lobular inflammation and CD44 positive macrophages in the development of HCC—even in the absence of progressive injury and fibrosis.

## Introduction

Non-alcoholic fatty liver disease (NAFLD) comprises a wide spectrum of pathological features and severity, ranging from mild simple steatosis, to more severe fat deposition combined with necro-inflammatory changes or non-alcoholic steatohepatitis (NASH), to fibrosis and eventually cirrhosis^1^. Cirrhosis is the most important risk factor associated with the development of hepatocellular carcinoma (HCC). NAFLD has an estimated prevalence exceeding 25% of the population globally^2^. It is the liver manifestation of the obesity related metabolic syndrome and is often associated with insulin resistance or type 2 diabetes (T2DM), hypertension and dyslipidaemia^3^. Although the underlying mechanisms are not clearly established, obesity, T2DM and NAFLD—even in the absence of cirrhosis—are all independently associated with an increased risk of developing HCC^4,5^. Attributed to hepatitis B and C infections, HCC is the third most common cause of cancer related mortality worldwide^6^. In some geographical areas, however, NAFLD is the commonest cause, with its incidence expected to continue rising in westernised nations for the next 20–30 years^7,8^. Identifying which patients with the metabolic syndrome are most at risk of developing HCC, as well as understanding how to prevent it, are important needs.

A number of animal models have been used to study the pathogenesis of NAFLD and HCC. These typically involve genetically modified C57Bl/6 mice, although a number also involve dietary modifications. Often, high fat diet alone is insufficient to cause cancers and is given in combination with additional means of promoting oxidative stress/fibrosis or carcinogens^9,10^. These approaches all have value, with the use of C57Bl/6 mice a significant asset lending itself to subsequent genetic manipulation. They may also have limitations. In Wolfe et al., mice developed features of the metabolic syndrome and NAFLD, but tumours were restricted to those receiving a choline deficient diet in association with raised aminotransferases and fibrosis^11^. In Wei et al, over 80% of C57Bl/6 mice fed choline deficient L-amino acid defined (CDAA) diet developed tumours with some features of steatosis and liver injury, but this was not in association with features of the metabolic syndrome^12^. In Asgharpour et al., C57Bl/6 mice crossed with 129S1 (B6/129) fed a western diet did develop obesity, fatty liver injury and severe fibrosis with the majority developing cancers, but in the absence of impaired glucose tolerance^13^. In Dowman et al., 60% of C57Bl/6 fed the American Lifestyle (ALIOS) diet developed small 1–2 mm tumours, associated with features of NASH and fibrosis, although in the absence of obesity or impaired glucose tolerance^14^. In summary, while there are major advantages using C57Bl/6 mice, they do not develop the metabolic syndrome with age, even if they are fed an obesigenic diet. While these models are undoubtedly valuable for studying hepatocarcinogenesis in the presence of the injuries created, they do not necessarily capture the multifactorial processes underlying obesity and NAFLD associated HCC—which in up to 50% of humans, arises in the absence of advanced fibrosis or cirrhosis. Thus, the focus on C57Bl/6 mice may have limited the opportunities to identify all mechanisms relevant to the human metabolic syndrome and NAFLD-HCC. Consequently, we chose the ALIOS diet, but used the C3H/He strain of mouse^15^. C3H/He mice are susceptible to both obesity^16^ and hepatoma development^17^ with age.

## Results

### Exacerbation of the metabolic phenotype of C3H/He mice promotes NAFLD and HCC.

The ALIOS diet, representing popular ‘fast food’ meals, is associated with the development of NAFLD and 1-2mm liver tumours in C57Bl/6 mice at 1 year^14,18^. C3H/He mice are more susceptible to obesity and HCC. Activation of the Ras/Raf/MEK/ERK pathway is common in murine hepatocarcinogenesis regardless of the strain, with the liability of C3H/He attributed to an enhanced acquisition of spontaneous or induced Ha-ras oncogene mutation^19^. C3H/He mice were fed either ALIOS or control diet, with data summarised in Fig. 1 (F1) and supplementary Fig. 1 (SF1). ALIOS fed mice had significantly higher body weight (SF1A, F1B), liver weight (F1B, SF1B) and liver/body weight ratio (F1A) from as early as 12 weeks of age (4 weeks of diet), increasing stepwise at 24, 36 and 48 weeks of age. Visceral adipose tissue weight was also elevated (F1B). Age associated increases in serum lipids were similar in both groups of mice at 48 weeks relative to pre-diet at 8 weeks of age, although Serum LDL was higher (F1C). Serum alanine transaminase (ALT) was also elevated in ALIOS fed mice, in keeping with a greater degree of liver injury (SF1C). Neither dietary group developed diabetes, as defined by a GTT performed at 48 weeks compared to 8 weeks, but both dietary groups had elevated glucose levels at 2 hours, in keeping with age related impaired glucose tolerance (F1D). In addition, the ALIOS fed group developed impaired fasting blood glucose (FBG) (8.05 ± 0.32 versus 6.72 ± 0.19; p = 0.001) (F1D), in keeping with ALIOS diet associated insulin resistance. The expression of inflammatory markers, tumour necrosis factor alpha (Tnf*α*) and inducible nitric oxide synthase (iNos), was up-regulated in ALIOS diet liver tissues compared to control diet mice (SF1D), in keeping with a higher level of inflammation. 

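RNA-seq was performed on non-tumour liver tissues of 23 mice aged 48 weeks, 12 fed the control diet (N1 to N12) and 11 fed the ALIOS diet (N13 to N23). The libraries were stranded mRNA libraries read from both ends. The authors mapped the reads to the mouse genome mm10 with STAR in 2-pass mode. They counted reads on the exons of Gencode version M6 genes with HTSeq, in the mode that drops a read shared by 2 genes unless part of it fits only 1 of them. The strand option of the counting is not stated, so reads on overlapping genes of opposite strands could not be told apart here. The deposited values are raw counts per gene, without normalization. Between 23968280 and 35091968 reads were counted per control diet liver, with a median of 31152151. The ALIOS diet livers had between 27602194 and 34682875, with a median of 30763687. The totals did not differ by diet (2-sided permutation test, p = 0.9751). Genes with low counts were removed with the filterByExpr function of edgeR, which left 13723 genes. Library sizes were adjusted with the TMM method, and the diets were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For single transcripts, counts were divided by DESeq2 size factors, as normalized counts, and log2(normalized count + 1) was compared by permutation test with 100000 resamples. The filter on low counts removed several cytokine transcripts from the gene-wise test, among them Tnf, which had 1 to 27 counts per liver.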

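An inflammatory response score was computed for each liver from a list of 103 inflammatory response genes, of which 75 passed the filter on low counts. The list is not the signature of Fig. 1E, which was not used here. For each gene, log2 CPM (counts per 1000000 counted reads) were turned into z scores over the 23 livers, and the score of a liver is the mean over the 75 genes. It was 0.253 ± 0.361 (SD, n = 11) on the ALIOS diet and -0.232 ± 0.478 (SD, n = 12) on the control diet. The difference of 0.484 was larger than the spread within the diets would give by chance (2-sided permutation test, p = 0.0148). Of the 11 ALIOS diet livers, 10 scored above the control median, but only 1, N17, scored above every control liver. Within the diets the scores ranged from -0.426 (N13) to 0.862 (N17) on the ALIOS diet and from -0.693 (N12) to 0.820 (N6) on the control diet. The alternative that moved the difference most kept only the 47 genes with a mean count of at least 100, and gave 0.290 (p = 0.0916). Tested gene by gene with edgeR, 14 of the 75 genes were higher and 2 were lower on the ALIOS diet at an adjusted p-value under 0.05. With p-values adjusted over the list alone, 24 genes passed.

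**Figure D1:**
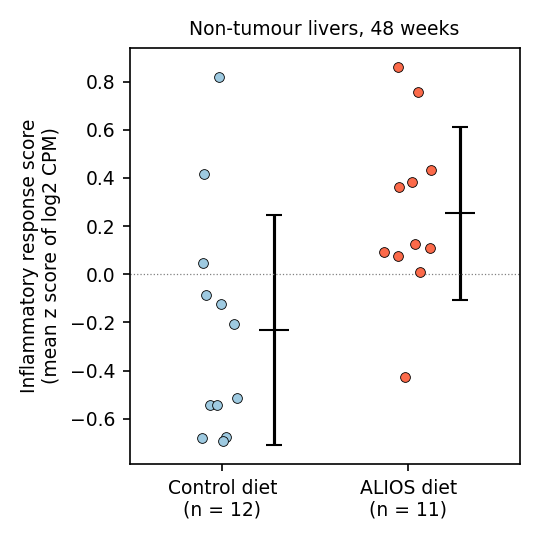
Inflammatory response score of each non-tumour liver at 48 weeks, by diet. The vertical axis is the mean z score of log2 CPM over 75 genes. Each point is a liver, and the bars show the mean and SD. The ALIOS diet livers lie between -0.426 and 0.862 and the control livers between -0.693 and 0.820, so the diets overlap.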

A heatmap including a 182 gene inflammatory response signature^20^ is shown in F1E, showing that the majority of ALIOS fed mice had a higher level of inflammation, but also a degree of heterogeneity within the dietary groups.

**Figure 1:**
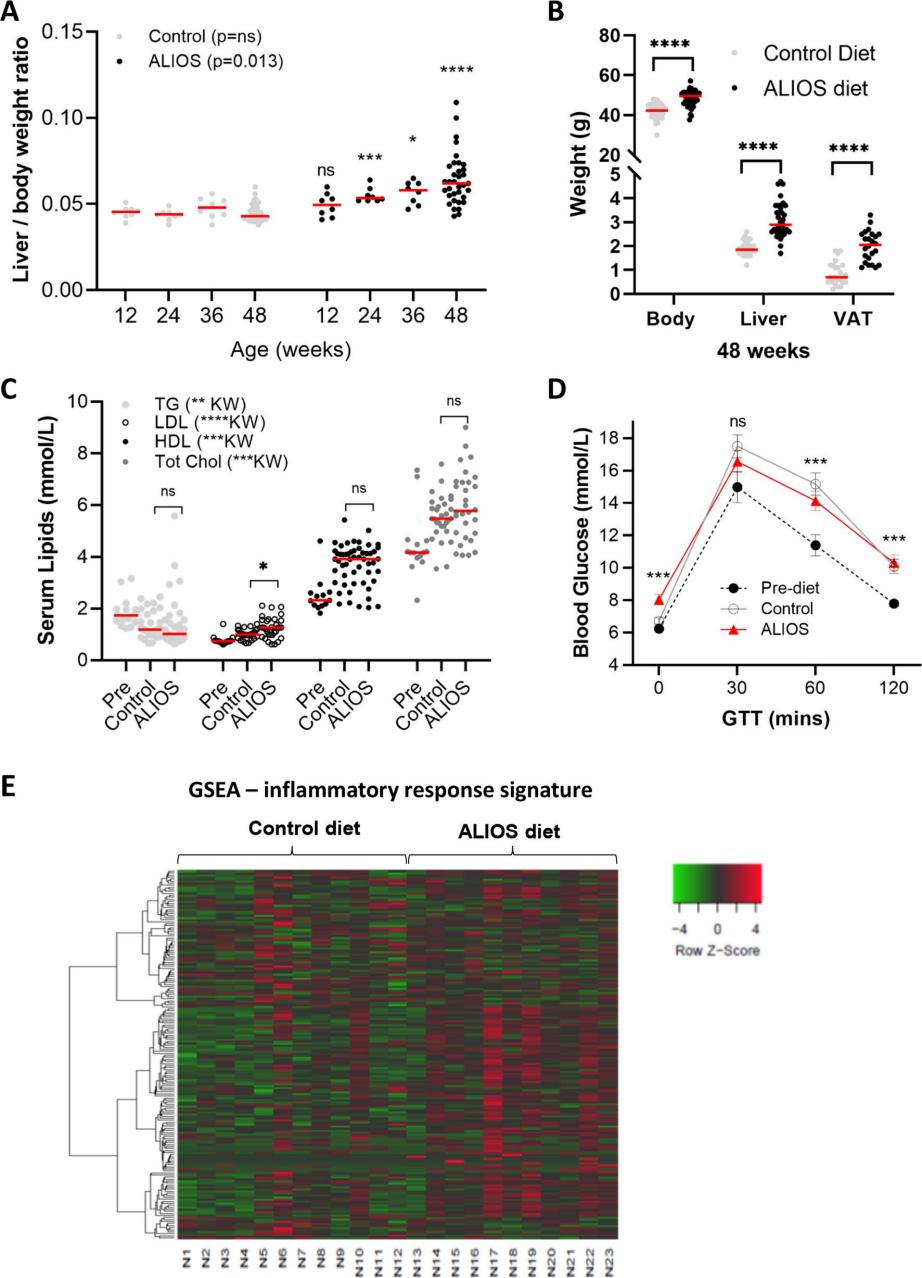
Aged C3H/He mice fed the ALIOS diet develop the metabolic syndrome. Liver/body weight ratio increased with age in ALIOS fed mice (**A**), with elevations in body liver and visceral adipose tissue (VAT) at 48 weeks (**B**). Lipid profiles of 48 weeks mice differed regardless of diet compared to pre diet levels (8 weeks), with low density lipoprotein levels (LDL) being higher in ALIOS fed mice at 48 weeks (**C**). Significant age associated changes during a glucose tolerance test (GTT) in both 48 weeks dietary groups relative to pre-dietary intervention (**D**). The fasting blood glucose was significantly elevated in ALIOS fed mice at 48 weeks (**D**). Data presented as mean ± S.E.M., Statistics using Kruskal Wallis or Mann–Whitney Tests, ns—not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. A heatmap created using heatmapper.ca^42^ and an inflammatory response signature including 182 genes shows enrichment in the non-tumour livers of ALIOS fed mice (N13-N23) compaired to controls (N1-N12), as well as heterogeneity within the dietary groups. GSEA—gene set enrichment analysis.

Tumour data are summarized in Fig. 2 (F2). Livers of ALIOS fed C3H/He mice appeared pale and macroscopically fatty, with spontaneous visible tumours being common at 48 weeks (F2A). Tumours were present in 15/33 control mice and in 30/35 (ALIOS fed mice (p<0.0001; Pearson Chi Square), with the number and size also being greater in ALIOS fed mice (F2B, SF1E). In mice culled at 36 weeks, macroscopic HCC were present at a lesser frequency (0/8 control diet, 2/8 ALIOS diet). Notably, body weight, liver weight and the liver/body weight ratio (F2C) were strongly associated with tumour development, tumour number and the size of the largest tumour (Table 1). FBG at 48 weeks (GTT2 0 minutes) was also highly significantly associated with tumour numbers and size (Table 1, F2D). There was a significant but weaker association with serum LDL, although no associations with elevated serum ALT (Table 1).

**Figure 2:**
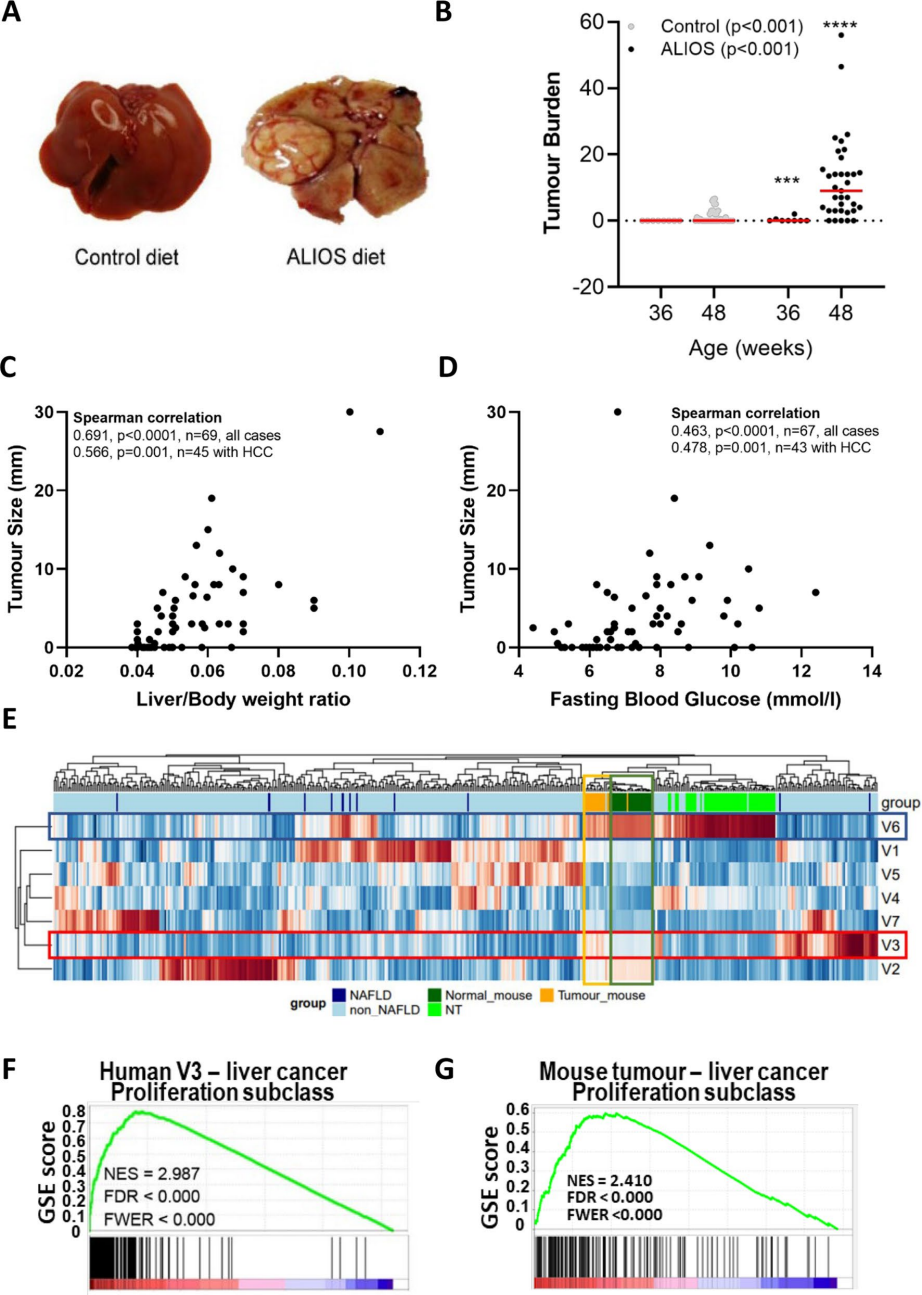
Aged C3H/He mice fed the ALIOS diet develop HCC. Livers of ALIOS fed mice at 48 weeks appeared steatotic with visible tumours (**A**), with elevated tumour burden (**B**) relative to control. Tumour size increased in association with liver/weight ratio (C) and fasting blood glucose (**D**). The transcriptome of mouse tumours overlapped with a distinct human subclass of HCC, comparing RNA-seq data (**E**–**F**). In the heat map of Non-negative Matrix Factorization (NMF) (**E**),tissue type is colour coded (top row). Red and blue represent higher and lower gene expression. The human non-tumour (NT) metagene is marked V6 (blue rectangle), with tumour (T) metagenes defined as V1–V5 and V7. A red rectangle marks the V3 human metagene. Mouse T and NT transcriptomes are shown by orange and green rectangles. A proliferative subclass was identified by the Gene set enrichment analysis (GSEA) score of top enriched dataset in human V3 (F), and the mouse T versus NT differentially expressed genes (G). Data in (B) presented as mean ± S.E.M., compared with Mann Whitney test.

**Table 1:** Gross phenotype features associated with tumours. Means ± standard errors are shown for continuous data. Differences between continuous non-parametric were assessed with Mann–Whitney Tests. Key: BW—body weight; BG—blood glucose; GGT—glucose tolerance test; AUC—area under curve; HDL—high density lipoprotein; LDL—low density lipoprotein.

	Tumour development			Tumour number		Largest tumour	
	No	Yes	p value	Corr	p value	Corr	p value
Number	23	45		68		45	
Diet (control/ALIOS)	18/5	15/30	< 0.001	0.583	< 0.001	0.547	< 0.001
Liver weight (g)	1.94 ± 0.097	2.82 ± 0.12	< 0.001	0.732	< 0.001	0.553	< 0.001
Body weight (g)	42.56 ± 1.05	46.83 ± 0.65	0.002	0.491	< 0.001	0.168	0.271
Liver/BW ratio	0.045 ± 0.001	0.060 ± 0.002	< 0.001	0.681	< 0.001	0.566	< 0.001
VAT weight (g)	1.15 ± 0.15	1.67 ± 0.16	0.030	0.343	0.018	0.071	0.725
**BG (mmol/l) glucose tolerance test at 48 weeks (GGT2)**							
BG GGT2 0 min	6.76 ± 0.32	7.72 ± 0.25	0.012	0.403	0.001	0.478	0.001
BG GGT2 30 min	17.13 ± 0.82	17.08 ± 0.61	ns	-0.071	ns	-0.251	ns
BG GGT2 60 min	14.45 ± 0.93	14.90 ± 0.49	ns	0.048	ns	-0.275	ns
BG GGT2 120 min	9.79 ± 0.55	10.53 ± 0.39	ns	0.098	ns	-0.081	ns
GGT2 AUC	1559.5 ± 70.6	1614.8 ± 46.1	ns	0.046	ns	-0.208	ns
**Lipid profile and alanine transaminase (ALT) tests at 48 weeks**							
Cholesterol (mmol/l)	5.24 ± 0.21	5.84 ± 0.23	0.091	0.163	ns	0.319	ns
HDL cholesterol (mmol/l)	3.46 ± 0.17	3.53 ± 0.20	ns	0.016	ns	0.106	ns
LDL cholesterol (mmol/l)	0.91 ± 0.05	1.14 ± 0.07	0.021	0.317	0.046	0.295	ns
Triglycerides	1.27 ± 0.14	1.15 ± 0.17	ns	0.121	ns	0.002	ns
ALT (IU/L)	42.71 ± 12.84	44.28 ± 7.62	ns	0.232	ns	0.222	ns

Pilot and follow up study, 48 weeks, n = 69.

Expression of tumour markers Afp, Gpc3 and Nope were significantly higher in the tumours versus the adjacent non-tumour tissues, this in keeping with the tumours being HCC (SF1F). In fourteen tumours there was sufficient tissues for RNA extraction and RNA-seq analysis. These were from one control diet and 13 ALIOS fed mice. 

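The 14 tumours are T1 to T14, all from mice aged 48 weeks, with T7 from the control diet mouse. Between 23798251 and 38199013 reads were counted per tumour, with a median of 31601477.5, and T7 had 34140765. The libraries were made, mapped and counted as those of the non-tumour livers, and the 23 non-tumour livers N1 to N23 served as the comparison. The dendrogram of SF2 holds 36 libraries, the 23 non-tumour livers and 13 tumours. Tumour T9 is not drawn in it, and the paper gives no reason. Tumour T1 was left out of the paper's comparison with human metagenes as an outlier. The number of differing genes and the proliferation score are therefore also given without both. Gene by gene, the 14 tumours were compared with the 23 non-tumour livers over the 14438 genes that passed the count filter. Since 13 of the 14 tumours came from ALIOS fed mice and only 11 of the 23 non-tumour livers did, diet and tissue are partly mixed in this comparison. No pairing of a tumour with the non-tumour liver of the same mouse was used.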

Unsupervised clustering analysis distinguished the tumour tissues from the non-tumour tissues (SF2). 

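Counts of the 14368 genes that passed the filter over the 36 libraries of the dendrogram were variance-stabilized with DESeq2. The libraries were clustered by Euclidean distance with the ward.D2 method of hclust and divided into 2 clusters. One cluster held 10 tumours and no non-tumour liver. The other held all 23 non-tumour livers together with tumours T2, T3 and T6 (Fisher's exact test of cluster against tissue, 2-sided, p = 1.13e-06). With T9 added, the 37 libraries gave the same cluster of 26, and T9 fell among the tumours, now 11 (p = 4.26e-07). Log2 CPM in place of variance-stabilized values gave the same 2 clusters. With the 500 or the 5000 most variable genes of the 36 libraries, T5 and T7 also joined the non-tumour livers, which left 8 tumours apart (p = 4.25e-05). With T9 added, the 5000 most variable genes kept those 5 tumours with the non-tumour livers, while the 500 most variable genes kept only T2 and T6 there and left 12 tumours apart (p = 4.91e-08). The alternative that moved the result most was 1 minus the Pearson correlation as the distance, where tumour T1 alone formed a cluster and the other 35 libraries the second (p = 0.361). With a cluster of 1 library this test cannot fall under 0.05, so it does not tell whether tissue mattered there. The tumour clusters are defined from the same counts that any test of genes between them would use, so no such test was run.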

Mutations in the Ras oncogene were highly prevalent in tumour tissues only, including tumours from the control diet animal and 9/13 ALIOS fed animals. Data can be accessed in GSE137407. To explore overlap between the tumours in our model and human HCC, the mouse transcriptomic data was compared to publicly available human data from The Cancer Genome Atlas Liver Hepatocellular Carcinoma (TCGA-LIHC) project. Unsupervised class discovery of 374 liver cancer and 50 normal tissue samples in the dataset by NMF-metagene and K-means clustering identified a single non-tumour (V6) and 6 tumour metagenes (V1-5, V7), similar to the main biological subtypes previously reported by clustering of this dataset^21^. By projecting metagenes onto the mouse RNA-seq dataset, non-tumour mouse gene expression was enriched in the human non-tumour V6 metagene, indicative of a comparable liver transcriptomic signature across the two species. The mouse tumour gene expression was enriched with the human V3 HCC metagene (F2E). GSEA analysis of the human metagene V3 DE gene list revealed a signature characterised by enhanced proliferation, high serum AFP and chromosomal aberrations (F2F). This gene signature was also enriched in the C3H/He mouse tumour transcriptomic data (F2G).

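Of the 14438 genes tested, 8360 differed between the 14 tumours and the 23 non-tumour livers at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), 4959 higher and 3401 lower in the tumours. Without T1 and T9, 8470 genes passed (4403 higher, 4067 lower), of which 7584 were shared with the full set. The alternative that moved the number most asked in addition for at least a 2-fold change, and left 2449 genes (1747 higher, 702 lower). The 3 higher genes with the smallest p-values were Hdac7, Msantd3 and Rhbdf1, with log2 fold changes of 1.59, 5.50 and 2.61. Hdac7 (chromosome 15, 97792664 to 97844502 of GRCm38) overlaps the expressed gene Slc48a1. Overlap was judged on whole gene spans and not on exons, so whether the Hdac7 count is affected is uncertain. The 3 lower genes were Nars2, Cth and Phyh, with log2 fold changes of -0.98, -1.62 and -1.29, and Cth overlaps Gm43314. Afp, which encodes alpha-fetoprotein (chromosome 5, 90490737 to 90508907), had 7387 ± 4754 normalized counts in the tumours (SD, n = 14) and 27.4 ± 9.45 in the non-tumour livers (SD, n = 23). Its log2 fold change was 8.09 (standard error 0.52, adjusted p = 5.31e-15 from edgeR), although T1 had only 7 reads on it, and part of it overlaps Gm43449. The proliferation gene Mki67 (chromosome 7, 135689784 to 135716361) had a log2 fold change of 2.61 (standard error 0.37, adjusted p = 2.32e-07 from edgeR).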

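The signature of Fig. 2G was not used here, and neither were the human metagenes. A list of 60 cell proliferation genes was used in their place, of which 59 passed the count filter. In the tumours 53 of the 59 genes were higher, with a median log2 fold change of 1.28, and at an adjusted p-value under 0.05 from edgeR 41 were higher and 6 were lower. With p-values adjusted over the list alone, 47 of the 59 genes passed, higher or lower. As a set they were higher by limma's camera test (adjusted p = 1.92e-06 over 55 pairs of list and comparison) and by its fry test (adjusted p = 0.000304). With the correlation between genes estimated in camera, in place of its preset value of 0.01, no list passed. The proliferation score, the mean z score over the 59 genes, was 0.566 ± 0.516 in the tumours (SD, n = 14) and -0.344 ± 0.590 in the non-tumour livers (SD, n = 23). The difference of 0.910 was larger than chance would give (2-sided permutation test, p = 0.0001), and all 14 tumours lay above the non-tumour median. Without T1 (-0.195) and T9 (0.306) it was 0.995 (p = 0.00012, 12 tumours). The alternative that moved it most kept only ALIOS fed mice, 13 tumours and 11 non-tumour livers, and gave 0.506 (p = 0.0453). Only 1 tumour exceeded every non-tumour liver, since the ALIOS diet liver N19 scored 1.34. From the enrichment of the human metagene and of its signature in the mouse tumours, the paper places the tumours with a proliferative subclass of human HCC (Fig. 2E to 2G).

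**Figure D2:**
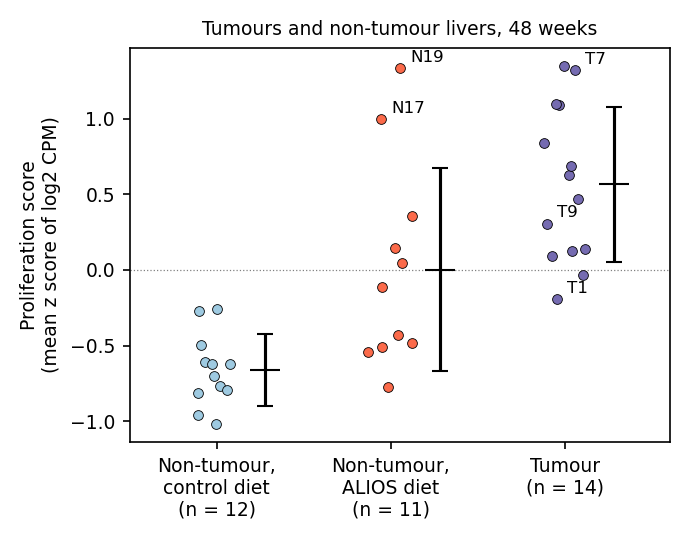
Proliferation score of each non-tumour liver, by diet, and of each tumour at 48 weeks. The vertical axis is the mean z score of log2 CPM over 59 genes, points are libraries, and bars show the mean and SD. The tumours have a mean of 0.566 and include T1 at -0.195, while the ALIOS diet liver N19 reaches 1.34.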

### Histological characterisation of NAFLD and HCC

NAFLD histological features in control versus ALIOS diet fed mice are summarised in Fig. 3 (F3). NAFLD was defined histologically by the presence of steatosis in > 5% of hepatocytes. Steatosis was evident in the majority of the mice, regardless of control or ALIOS diet, by 24 weeks of age. The severity of steatosis increased with age and at 48 weeks was significantly more pronounced in ALIOS diet fed mice compared to control mice, as was lobular inflammation (F3A). As a marker of a chronic injury wound healing response, fibrosis was common in both dietary groups of mice, with elevated fibrosis stage 1–2 in ALIOS fed mice, versus 0–1 in control mice (F3A). Peri-sinusoidal fibrosis was more common at 48 weeks in ALIOS (100%, 24/24) compared to control diet mice (69.5%, 16/23) (F3A), confirmed by semi-quantitative image analysis of Sirius Red stain (F3D). Ballooning was present in 95% of ALIOS versus 65% of control diet mice, with the combined NAFLD activity score (NAS score)^22^ significantly higher (F3A). Representative histopathology features are shown in F3C. IHC characterisation of the immune infiltrate confirmed increases in CD8 (cytotoxic), CD4 (helper) and FOXP3 (regulatory) T cells, as well as neutrophils (F3E). CD4 and CD8 T cells were the most prevalent, but the elevation induced by diet was most notable for FOXP3 T cells (4 fold), which were scant in control diet livers. Ancillary features of NASH, Mallory-Denk bodies and megamitochondria, were also present. NAFLD histological features such as microvesicular steatosis, pigmented Kupffer cells and lipogranulomas^22^ were rare at 12-36 weeks, but were much more common at 48 weeks and in ALIOS diet fed mice (F3B). This was most striking for lipogranulomas, detected in just 1/23 control and 21/24 ALIOS diet fed mice (p < 0.001). A lipogranuloma consists of a steatotic hepatocyte or fat droplet, surrounded by mononuclear cells and macrophages and an occasional eosinophil (F3C). Counts of CD68+ macrophages confirmed these were elevated in both dietary groups of animals, more so in those fed ALIOS diet and at an earlier age (36weeks) compared to control diet mice (F3F).

**Figure 3:**
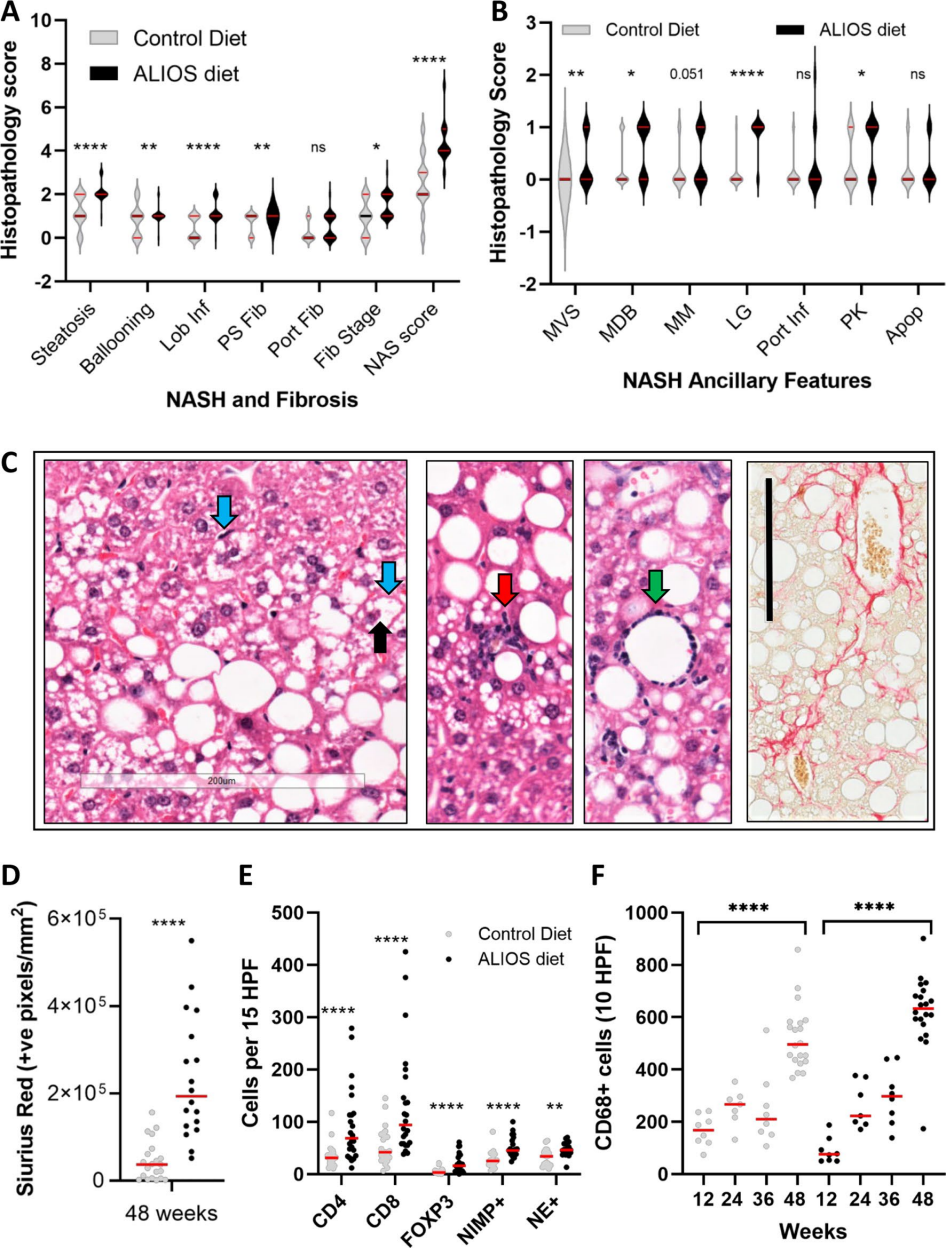
DINAH model histopathology features of NASH. In the livers of 48 weeks control diet C3H/He mice, mild to moderate NAFLD was common, although expert histological assessment confirmed ALIOS induced features of more severe disease, with significantly increased steatosis, lobular inflammation (Lob Inf) and fibrosis (**A**), as well as microvesiular steatosis (MVS), Mallory Denk Bodies (MDB), lipogranulomas (LG) and pigmented Kupffer cells (KP). Arrows in (**C**) depict lobular inflammation (red), ballooned hepatocytes (blue), Mallory–Denk bodies (black) and macrophages around a lipid droplet—a lipogranuloma (green). Sirius Red (**C**, far right) positive pixels captured by Aperio Image analysis confirmed significant elevations in pericellular fibrosis in ALIOS fed mice at 48 weeks (**D**), with an example in (**C**, far right). There were significant elevations in CD4 + , CD8 + and FOXP3 + T lymphocytes, as well as NIMP + and neutrophil elastase + neutrophils (**E**). Quantification of CD68 + macrophages confirmed a step wise increase from 12 to 48 weeks of age, more marked in ALIOS fed mice (**F**). Statistical differences were determined by Chi Square or Mann–Whitney Tests (ns = not significant, ** p < 0.01, *** p < 0.001, **** p < 0.0001. Additional Key: PS—perisinusoidal, Fib fibrosis, MM—megamitochndria, Port—portal, Apop -apoptosis.

As reported above, 45/68 mice had tumours that were classed as HCC. Histological characterisation of tumours, presented in Fig. 4 (F4) revealed common steatohepatitic features. Nuclear atypia, eosinophilic inclusions, frequent mitoses and thickened (> 2) tumour cell plates, confirmed by reticulin staining, distinguished steatohepatitic hepatocellular carcinomas (SH-HCC) from benign adenomas (F4A, F4B).

**Figure 4:**
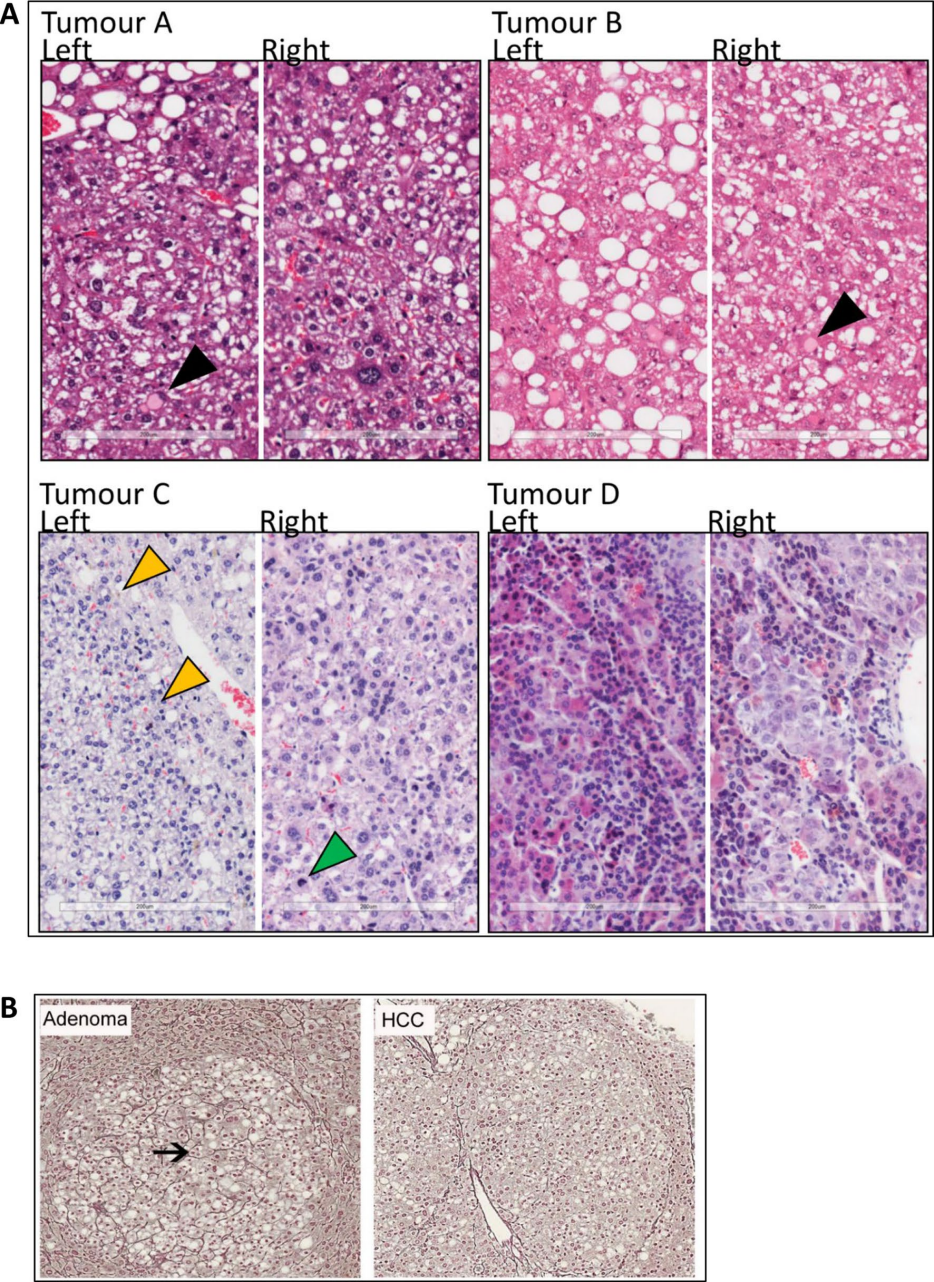
DINAH model histopathology features of HCC. Heamatoxylin and Eosin immunohistochemistry from 4 tumours is shown (**A**). Tumours A and B are hepatocellular neoplasms showing steatosis, focally increased nuclear-cytoplasmic ratio, nuclear atypia and eosinophilic cytoplasmic inclusions (black triangles) in keeping with HCC. In tumour C, yellow triangles (left) highlight bile production, with green triangle (right) showing a mitotic figure also indicative of HCC. Silver stain shows preservation of reticulin between liver cell plates in an adenoma (black arrow), with loss of reticulin and thickened liver cell plates in a tumour classed HCC (**B**).

### Histological features associated with NAFLD-HCC development

Histological associations with NAFLD-HCC development in C3H/He mice at 48 weeks (15/33 control diet; 30/35 ALIOS diet) are summarised in Table 2. Considering NASH features, there was no association with the presence of hepatocyte ballooning, although correlations with the severity of steatosis, lobular inflammation and the NAS score were highly significant. There were weaker associations with the presence of fibrosis. Ancillary features of NAFLD were also considered. Of these, the presence of lipogranulomas was most strikingly and significantly associated with NAFLD-HCC development. The presence of Mallory–Denk bodies was the feature most significantly associated with tumour size. Of the T cell subsets, the CD4 T cells were the most strongly and significantly associated with the development of tumours, the number of tumours and tumour size.

**Table 2:** Histological features associated with tumours. Differences between continuous non-parametric were assessed with Mann–Whitney Tests. Differences between categorical datasets were assessed with Chi Square Exact tests. Immune cell counts are shown for 15 high power fields (HPF) for T cells and neutrophils, with the mean of 10 HPF shown for macrophages. Macrophage data are on a subset of 23 cases. Key: MV—microvesicular; MDB—Mallory Denk bodies; LI—lobular inflammation; PI—portal inflammation; MM—megamitochnodria; PK—pigmented Kupffer cells; PS—peri-sinusoidal.

	Tumour development			Tumour number		Largest tumour	
	No	Yes	p value	Corr	p value	Corr	p value
Number	20	27		47		27	
Steatosis (0/1/2/3)	4/7/8/1	0/4/20/3	0.009	0.429	0.003	0.254	ns
MV steatosis (0/1)	19/1	20/7	0.059	0.382	0.008	0.038	ns
Ballooning (0/1/2)	5/12/3	4/20/3	ns	0.058	ns	0.109	ns
MDB (0/1)	14/6	13/13	ns	0.305	0.039	0.581	0.002
Lipogranuloma (0/1)	15/5	9/17	0.007	0.481	0.001	0.438	0.025
LI (0/1/2)	9/10/1	4/18/5	0.057	0.421	0.003	0.349	ns
PI (0/1/2)	18/1/1	21/5/1	ns	0.276	ns	0.189	ns
MM (0/1)	16/4	17/9	ns	0.031	ns	-0.335	ns
Apoptotic cells (0/1)	15/5	22/4	ns	-0.114	ns	0.356	ns
PK cells (0/1)	13/7	11/15	ns	0.280	ns	0.302	ns
PS fibrosis score (0/1)	6/14	1/26	0.012	0.361	0.013	0.038	ns
Fibrosis stage (0/1/2/3)	6/8/6	1/14/11/1	0.064	0.355	0.014	0.046	ns
NAS (0/1/2/3/4/5/5+)	2/2/4/6/4/1/1	0/0/4/2/13/7/1	0.012	0.465	0.001	0.307	ns
Peri-portal γH2AX	2.00 ± 0.65	4.03 ± 0.82	0.017	0.402	0.006	0.356	0.015
Peri-portal Ki67	1.96 ± 0.45	3.17 ± 0.47	0.012	0.550	0.007	0.542	0.007
CD4 T cells	46.75 ± 13.41	77.15 ± 11.37	0.004	0.428	0.003	0.512	< 0.001
CD8 T cells	68.50 ± 14.96	112.8 ± 18.76	0.023	0.335	0.021	0.369	0.011
Foxp3 T cells	8.35 ± 2.68	16.33 ± 3.20	0.041	0.301	0.040	0.380	0.009
NIMP + neutrophils	31.50 ± 4.11	46.19 ± 4.29	0.033	0.337	0.031	0.347	0.026
Elastase + neutrophils	34.47 ± 4.07	43.29 ± 3.43	ns	0.262	ns	0.397	0.012
CD44 + macrophages*	21.99 ± 6.33	72.03 ± 12.41	0.009	0.602	0.003	0.456	0.033
CD68 + macrophages*	67.78 ± 5.08	88.17 ± 5.10	0.023	0.647	0.002	0.449	0.041
F4/80 + macrophages*	53.8 ± 7.1	104.8 ± 20.8	0.071	0.442	0.039	0.363	0.097

Follow-up study at 48 weeks, n = 47; *subset of cases used for RNA-Seq (n = 23).

### C3H/He NAFLD-HCC arises in a proliferative steatotic environment with persistent inflammation

Parallel groups of mice on ALIOS and control diets received bucillamine a cysteine derivative used first line in Japan as a disease modifying drug to treat rheumatoid arthritis^23,24^. Bucillamine behaves as a thiol anti oxidant reducing reperfusion injury in pre clinical models of liver transplantation, replenishing glutathione and promoting defences against oxidant injury in both normal and steatotic livers^25^. Data are summarised in Figure 5 (F5), SF3 and Supplementary Results Table 2. There was a dramatic reduction in the presence and severity of hepatocyte ballooning and consequently the NAS score in ALIOS diet fed mice (F5A). Encouragingly, dietary bucillamine also reduced the ALIOS diet associated hepatic fibrosis stage at 48 weeks (F5A), as well as pericellular fibrosis (F5A-C). Despite the positive impact on the severity of NAFLD, bucillamine treatment reduced neither numbers nor size of HCC at 48 weeks (F5D). We explored the impact of bucillamine on other features, including those associated with elevated tumour incidence. Bucillamine had minimal impact on body weight, liver weight or blood glucose (SF3A). Regarding liver histopathology, there was also little impact on the steatosis grade or lobular inflammation score in the ALIOS fed mice, with also no impact on the presence of lipogranulomas (F5C). Of the other ancillary features of NAFLD, there was a highly significant reduction in Mallory-Denk bodies indicative of reduced hepatocyte injury. Strikingly, we noted a substantial reduction in the percentage of *γ*-H2AX+ nuclei, indicating a degree of bucillamine associated protection from DNA damage (F5E, SF3B). In contrast, Ki67 assessed hepatocyte proliferation was not impacted by bucillamine (F5F, SF3B). While *γ*–H2AX foci were dramatically elevated in ALIOS fed mice, this was most notable in aged mice at 48 weeks (F5F). Ki67 on the other hand, was elevated in younger ALIOS fed mice, at 24 weeks, with a further increase at 48 weeks (F5F). Of note, Ki67 was significantly associated with FBG, liver weight and HCC development at 48 weeks.

**Figure 5:**
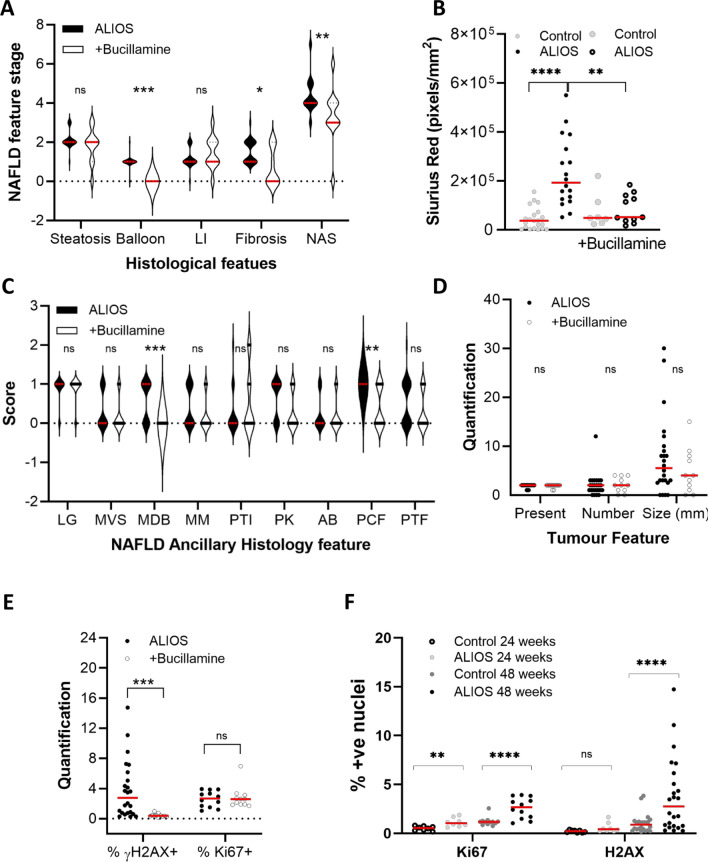
The impact of bucillamine on NASH, DNA damage, cellular proliferation and HCC. Dietary supplementation with bucillamine in ALIOS fed C3H/He mice had no impact on steatosis or lobular inflammation, although a cardinal feature of NASH—hepatocyte ballooning—was abrogated, with a corresponding reduction in the NAS score, alongside a significant reduction in fibrosis stage (**A**) and Sirius Red quantification (**B**). Of the ancillary features of NASH, Mallory-Denk bodies (MDB) were reduced, as was pericellular fibrosis (PCF), with no changes in the presence of lipogranulomas (LG), microvesicular steatosis (MVS), megamitochondria (MM), portal tract inflammation (PTI), pigmented Kupffer (PK) cells, apoptotic bodies (AB) or portal tract fibrosis (PTF) (**C**). Despite reduced severity of NASH and fibrosis, there was no impact tumour development or size (**C**). DNA damage H2AX foci were diminished, although the hepatocyte proliferation biomarker Ki67 was not (**E**). Quantification at 24 weeks of age confirmed a significant increase in Ki67 assessed proliferation in ALIOS fed mice, further increased at 48 weeks. Induction of H2AX was more dramatic in ALIOS fed mice, but only at 48 weeks. Categorical data statistical differences determined by Chi Square tests; scale data by Mann Whitney Tests (ns-not significant, * p < 0.05, ** p < 0.01, *** p < 0.001).

In NAFLD, fibrosis is a critical prognostic factor in patients^5^, although patients without it can develop HCC. These data reveal that in C3H/He mice, a chronic proliferative environment is associated with steatosis and an elevated FBG, with the acquisition of lipogranulomas and mild lobular inflammation, sufficient to promote HCC development, even when levels of cellular and DNA damage were low and cirrhosis absent.

### Transcriptomic studies—immune signatures associated with NAFLD-HCC development

To investigate the candidate contributory pathways and upstream regulators leading to the development of HCC in C3H/He mice, RNA-sequencing (RNA-seq) was performed on 23 non-tumour liver tissues with a range of histological severities of NAFLD, with data summarised in Fig. 6 (F6). 

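The counts of the 23 non-tumour livers were clustered in the way described for the tumours, over the 13723 genes that passed the filter in these livers. Divided into 2, the tree gave a cluster of 18 livers and a cluster of 5. The size of the clusters depended on the values that were clustered. With log2 CPM, or with 1 minus the Pearson correlation as the distance, they held 9 and 14 livers. The 5000 most variable genes gave 15 and 8. With the 500 most variable genes, 3 livers stood apart from the other 20.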

Unsupervised clustering analysis of the RNA-seq data identified two distinct groups (G1 and G2). Differences between dietary, gross and histological features of G1 and G2 are summarised in SF4, ranked according to significance. 

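By diet, the cluster of 5 livers held only ALIOS fed mice, and the cluster of 18 held all 12 control diet livers and 6 ALIOS diet livers (Fisher's exact test of cluster against diet, 2-sided, p = 0.0137). Where log2 CPM gave 9 and 14 livers, all 11 ALIOS diet livers were among the 14, together with the control livers N8, N9 and N10 (p = 0.000337). The 8 livers set apart by the 5000 most variable genes were all from ALIOS fed mice, with N13, N16 and N21 left among the controls (p = 0.000337). With the 500 most variable genes the 3 livers set apart, N5, N6 and N7, were all from the control diet (p = 0.217). A cluster of 3 livers is too small for this test to fall under 0.05, so it cannot decide whether cluster and diet were related. The labels give diet and tissue for each library but not the weights, histology or tumour size of the mice, so those features were not analysed here.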

The G2 cluster mice were more commonly on the ALIOS diet, with higher liver and body weight, together with higher steatosis grade, fibrosis stage, higher NAS score and more frequent lipogranulomas compared to the mice in the G1 cluster. Notably, G2 mice developed bigger tumours and had a higher tumour burden compared to mice in the G1 subgroup. 3,900 genes were differentially expressed (DE) between the G2 and G1 groups with an adjusted p-value of less than 0.05. The top 100 DE genes are shown in Supplementary Results Table 3 and the top 50 in Fig. 6A. Ingenuity pathway analysis (IPA) of the DE gene list identified an activation of Th1 and Th2 pathways ranking amongst the top enriched canonical pathways. IPA also identified cell survival and viability, together with cellular movement and infiltration, as the top activated bio-functions (F6B), in keeping with the elevation of Ki67 as a biomarker of a ‘proliferative’ histological phenotype observed in C3H/He mice developing HCC. Gene set enrichment analysis (GSEA) of the same list recognised an inflammatory response signature (F6C), with a macrophage signature as the top enriched canonical pathway (F6C). Activation of the NF-*κ*B and STAT3 inflammatory pathways was also evident (F6C), with activation of these two pathways in the non-tumour liver tissues of HCC patients previously reported to be associated with higher tumour recurrence^26^.

**Figure 6:**
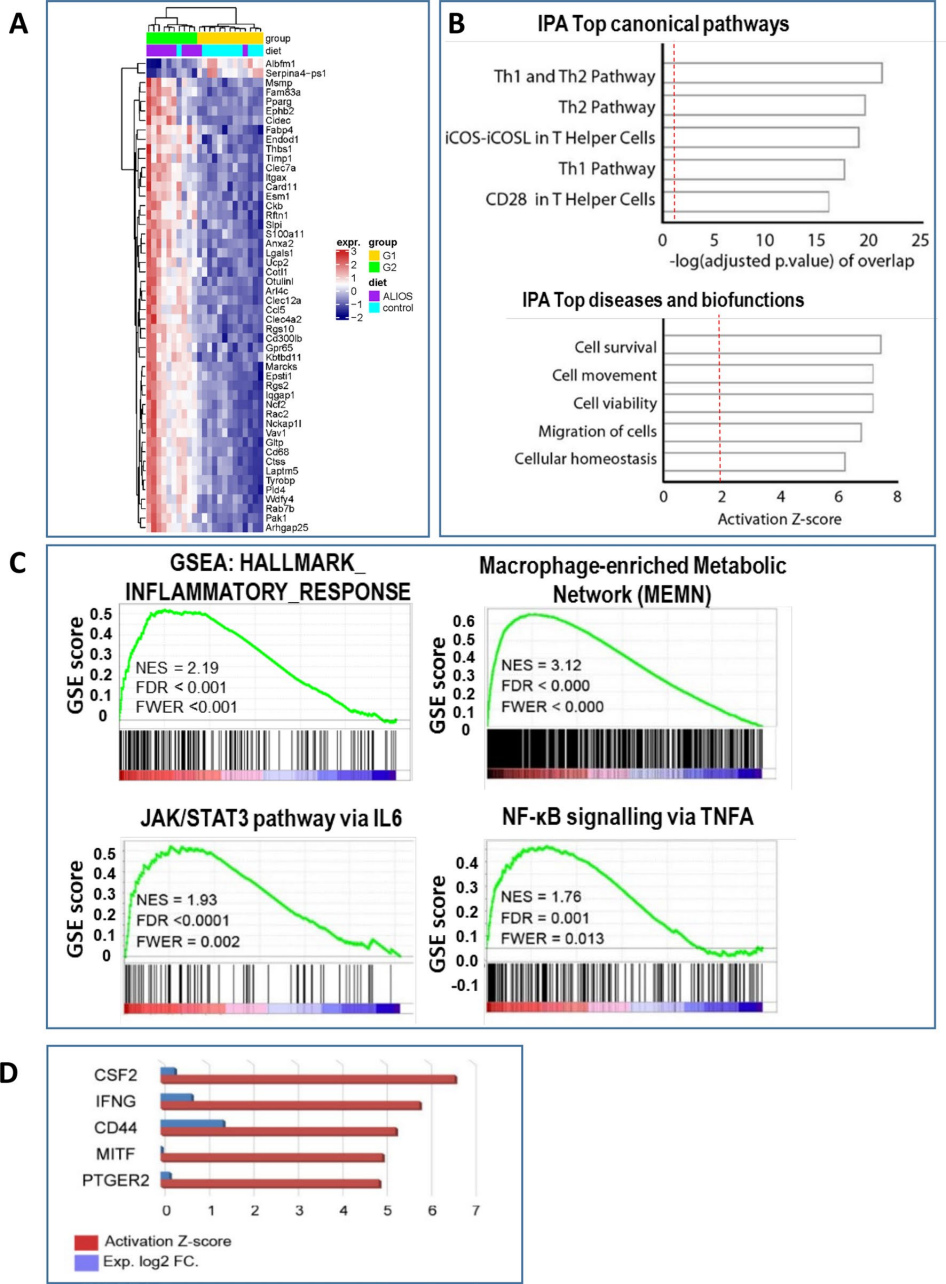
DINAH model transcriptome in NAFLD non-tumour identifies inflammatory pathways, macrophages and CD44 associated with HCC development. The RNA-seq transcriptome heat map, generated after unsupervised clustering analysis of non-tumour (NT) C3H/He, compares the two distinct groups identified (**A**), where G2 distinguished mice bearing greater number and size of tumours. Ingenuity pathway analysis (IPA) of the differentially expressed (DE) genes identified top canonical pathways ranked according to the-log adjusted p-value, or top diseases and bio-functions activation score (**B**). Gene Set Enrichment Analysis (GSEA) highlighted and inflammatory response signatures, the Macrophage enriched metabolic network, NF-*κ*B and JAK/STAT3 pathways (**C**) as enriched in G2 mice. Considering the top IPA upstream regulators of the non-tumour G2-G1 transcriptomic profile, CD44 was ranked third among activated regulators (red) and was the one with the highest differential expression (DE) (blue) (**D**). Key: NES—normalised enrichment score; FDR—false discovery rate adjusted value; FWER—family-wise error rate.

#### Enrichment of CD44+ve macrophages, in association with T2DM and HCC

IPA analysis for the top upstream regulators of gene expression in the non-tumour tissues G2 cluster (F6) identified CD44 as the most differentially expressed (F6D). CD44 was also present in the gene lists from both the IPA defined Top Diseases Pathway and the GSEA defined Macrophage Enriched metabolic Network, with a role in recruitment of T lymphocytes implicated.

CD44 transcript expression in whole liver was explored in the mouse RNA-Seq dataset Fig. 7 (F7), alongside the classical macrophage marker CD68 and two recently identified markers, CD9 and Trem2, associated with NAFLD progression^27–29^. Messenger RNA transcript levels of both CD68 and CD9 were relatively high in 48 weeks mice, with CD68 further increased in mice fed ALIOS diet (F7A). 

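Cd68 (ENSMUSG00000018774.11) lies on chromosome 11 of GRCm38 from 69664213 to 69666153. It had 255 ± 75.9 normalized counts in control diet livers (SD, n = 12) and 440 ± 159 in ALIOS diet livers (SD, n = 11). On the log2 scale the means were 7.951 ± 0.375 and 8.699 ± 0.525, a difference of 0.748 (2-sided permutation test, p = 0.00092, adjusted p = 0.00232 over the 4 transcripts Cd44, Cd68, Cd9 and Trem2). Of the 11 ALIOS diet livers, 10 lay above the control median and 5 above every control liver. Among all genes, edgeR gave Cd68 a log2 fold change of 0.79 (standard error 0.18, adjusted p = 0.00878). With each liver left out in turn this stayed between 0.69 and 0.91. The alternative that moved the call fitted all 6 groups of libraries together, DEN tumours included, and gave an adjusted p of 0.230 (log2 fold change 0.81). Cd9 (ENSMUSG00000030342.8; chromosome 6, 125460266 to 125494791) had the highest level of the 4 transcripts, with 625 ± 244 normalized counts on the control diet and 536 ± 146 on the ALIOS diet. The difference of -0.19 on the log2 scale was within the spread between livers (p = 0.324, same test), and 4 of the 11 ALIOS diet livers lay above the control median. The edgeR log2 fold change of Cd9 was -0.22 (standard error 0.18, adjusted p = 0.429). The paper states from these levels that both transcripts were relatively high and that CD68 rose further on the ALIOS diet.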

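Cd44 (ENSMUSG00000005087.15) lies on the minus strand of chromosome 2 of GRCm38 from 102811141 to 102901665. It had 85.2 ± 45.4 normalized counts in the 12 control diet livers and 202 ± 122 in the 11 ALIOS diet livers (SD). On the log2 scale this was 6.28 ± 0.67 against 7.46 ± 0.80, a difference of 1.19 (2-sided permutation test, p = 0.00116, adjusted p = 0.00232). In the ALIOS diet livers 10 of 11 were above the control median and 5 of 11 above the highest control liver, so the diets overlapped. A Mann-Whitney test with permuted labels, after the test named in the legend of Fig. 7, gave p = 0.00206. The edgeR fit gave a log2 fold change of 1.25 (standard error 0.30, adjusted p = 0.0116 over all genes), between 1.07 and 1.40 with each liver left out in turn. Fitted over all 6 groups of libraries together, the log2 fold change was 1.26 and the adjusted p was 0.0936.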

Levels of CD44 were lower in control mice, but rose quite dramatically in ALIOS fed (F7A). 

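Trem2 (ENSMUSG00000023992.12; chromosome 17, 48346401 to 48354147 of GRCm38) was counted with only 2 to 170 reads per liver. Its normalized counts were 13.3 ± 12.8 in control diet livers (SD, n = 12) and 46.8 ± 47.3 in ALIOS diet livers (SD, n = 11), the lowest of the 4 transcripts. The log2 means of 3.51 ± 0.95 and 5.01 ± 1.34 differed by 1.50 (2-sided permutation test, p = 0.0056, adjusted p = 0.00747). The transcript was above the control median in 10 of the 11 ALIOS diet livers, and above every control liver in 3. Among all genes its log2 fold change was 1.82 (standard error 0.48, adjusted p = 0.0190 from edgeR). This call depended on liver N17, without which the log2 fold change was 1.40 and the adjusted p 0.0538. It was also lost when all 6 groups of libraries were fitted together (adjusted p = 0.0850).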

Trem2 levels also increased in ALIOS fed mice, but transcript levels in whole liver were low (F7A). These findings were supported at the cellular protein levels by IHC in the mouse tissues (Control diet n = 12, ALIOS diet n = 11), as summarised in (F7B-D). CD44 expression was predominantly in macrophages, characterised by their location within sinusoids and lipogranulomas, but also by association with CD68 and F4/80 expressing cells and dual immunofluoresecent labelling confirming co-expression of CD44 in CD68 expressing macrophages (F7C-D, SF5A-B). Comparing macrophage numbers, resident CD68 and F4/80 positive cells were relatively common in control mice at 48 weeks of age, rising further in ALIOS fed mice. The numbers of CD44+ cells were scant in control diet mice, with a dramatic increase in ALIOS fed mice (88.79±9.1 versus 14.32±2.3 per high power field respectively, p < 0.0001), reaching similar levels to CD68 and F4/80+ positive cells (F7B). Despite high transcript levels in whole liver, CD9+ macrophages were relatively scant in C3H/He livers at 48 weeks, with no significant change induced by ALIOS diet (F7A-B). Trem2 was not discerned by IHC in our FFPE liver tissues from C3H/He mice (data not shown).The number of CD44+ macrophages was strongly associated with the development of tumours and tumour number (Table 2). CD44+ cells, rather than CD68+ or F4/80+ cells, also correlated strongly and significantly with CD4, FOXP3 and CD8 T cells (Spearman correlations 0.636, p = 0.001; 0.548, p = 0.008; 0.636, p = 0.001 respectively). Dietary supplementation with bucillamine had no impact on the presence or absence of liopgranulomas in ALIOS fed mice at 48 weeks (F5C), nor numbers of CD44+ macrophages (SF5C-D).

**Figure 7:**
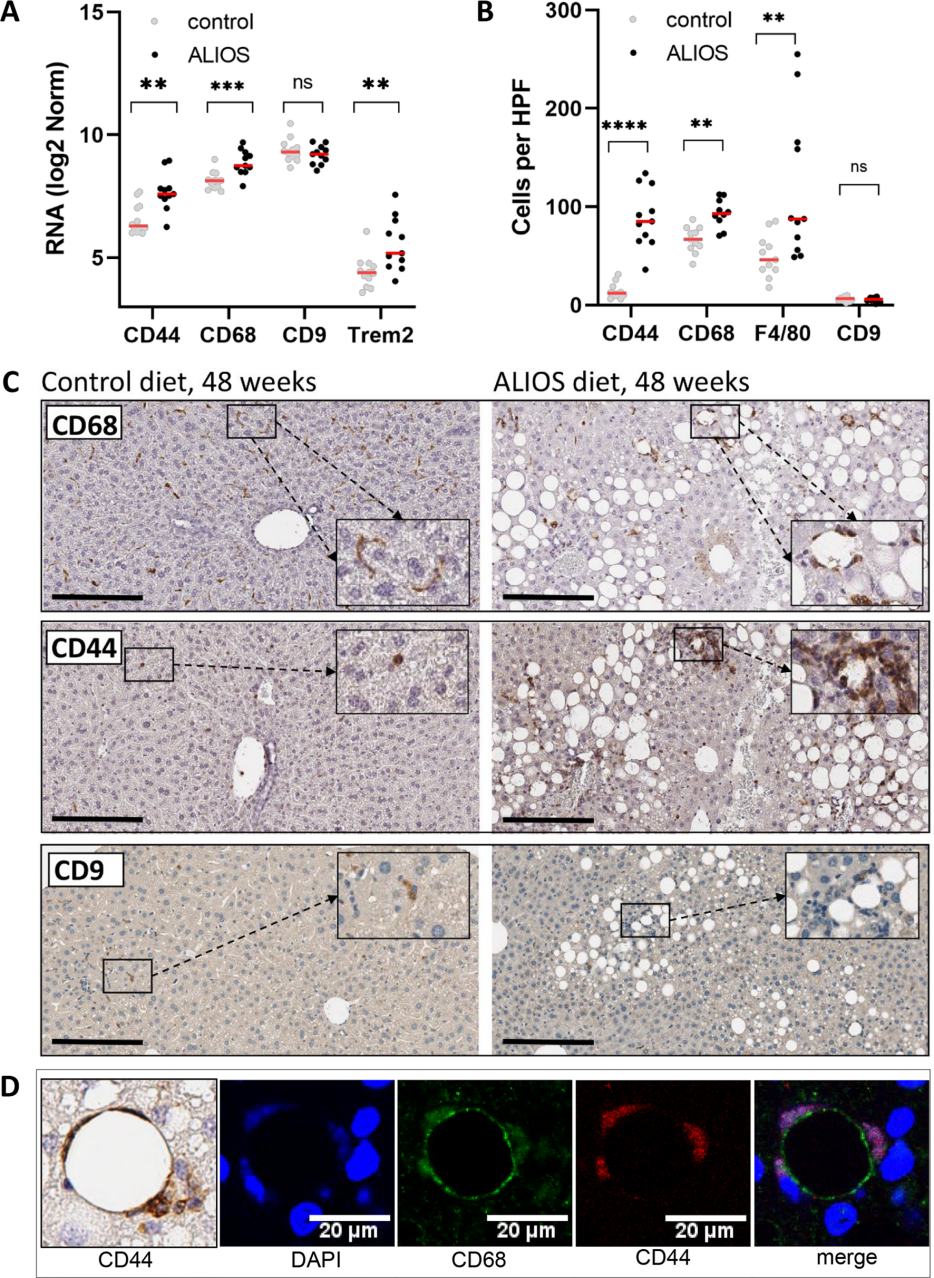
Elevations in CD44 + macrophages in aged, fatty non-tumour liver. Messenger RNA levels in RNA-Seq studies of whole liver tissues at 48 weeks confirmed elevations in CD44, CD68 and Trem2 in ALIOS fed animals, while CD9—present at relatively high levels in control and 48 week ALIOS fed mice—was unchanged (**A**). Counts of positive protein expressing cells detected by IHC followed a similar pattern, although Trem2—with the lowest transcript levels—was not detected in FFPE tissues (not shown). The most striking change was for CD44 + cells, which were scant in controls but prominent in ALIOS fed mice—notably in lipogranulomas (**C**), with dual staining confirming co-expression of CD68 and CD44 (**D**). Counts are shown as numbers per high power field (HPF). ns—not significant; * < 0.05;**p < 0.01; ***p < 0.001; ****p < 0.0001 Mann–Whitney Tests.

Data from FFPE Human (NAFLD-no-HCC n = 15; NAFLD-HCC n = 27) non-tumour liver biopsy tissues is summarized in Fig. 8 (F8). The distribution of CD44+ cells in NAFLD cases with and without HCC is represented in F8A, showing similar distribution in sinusoids and lipogranuolams to CD68+ and CD163+ cells and co-expression with CD68 confirmed by dual labelling immunofluorescence. In human NAFLD cases, although there were strong correlations between CD44+ and CD68+ (Spearman 0.735, p < 0.001) and CD163+ (Spearman 0.695, p < 0.001) cells, the level of CD44 was significantly lower in control NAFLD cases without HCC (F8B) (p < 0.001 relative to CD163 and p < 0.05 relative to CD68). Consequently, the increase seen in CD44+ macrophages in human cases with NAFLD-HCC was much more dramatic (F8B). The increases in each of the macrophage subtypes seen in non-tumour liver in association with NAFLD-HCC were independent of the presence or absence of cirrhosis (F8D), although the increase in CD44+ macrophages was significantly associated with the presence of T2DM (F8C). There was no significant T2DM association with CD68+ or CD163+ macrophages (F8C).

**Figure 8:**
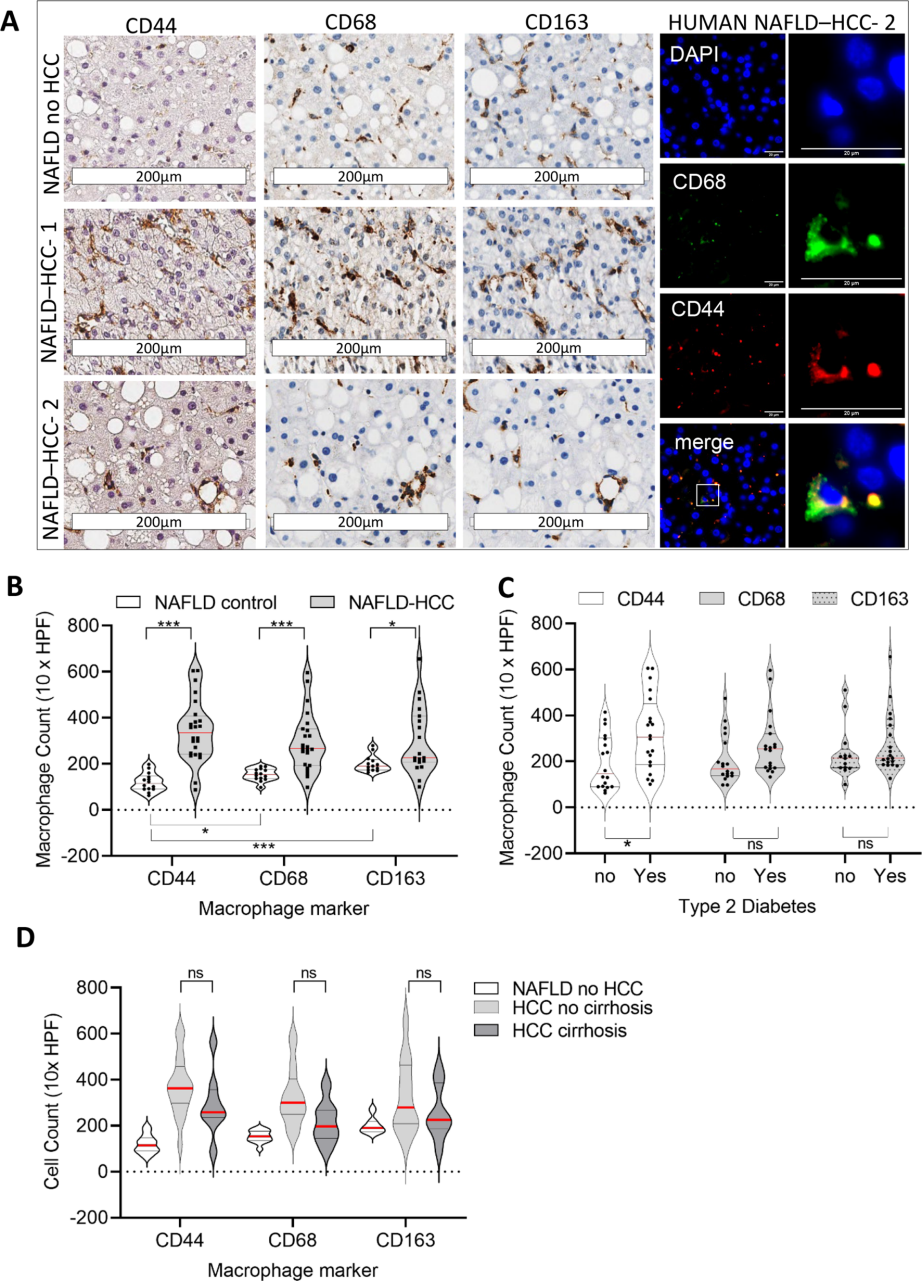
Elevations in CD44 + macrophages in non-tumour Human liver, in association with steatosis, insulin resistance and HCC. In Human NAFLD, CD44 + cells were scant compared to CD68 + or CD163 + macrophages (**A**–top row). In contrast, CD44 + cells increased in association with sinusoidal CD68 + or CD163 + cells in the NT liver of patients with HCC (A-middle row), as well as in lipogranulomas (**C**–bottom row). Dual CD44 and CD68 stain confirmed their co-expression in macrophages in Human NAFLD (A-far column). CD44 + cell counts in NAFLD without HCC were fewer than CD68 + (p < 0.05) or CD163 + (p < 0.01) cells, with a more dramatic increase in NT liver of patients with NAFLD-HCC, compared to increases in CD68 and CD163 (**B**). For CD44 + macrophages only, there was a significant increase in NT tissues of patients with Type 2 diabetes (**D**). NAFLD-HCC associated elevations in macrophages regardless of the marker (CD44, CD68, CD163) were present in both the presence or absence of cirrhosis. Counts are shown as numbers in 10 high power fields (HPF); ns-not significant; * < 0.05;**p < 0.01; ***p < 0.001; Mann–Whitney Tests.

## Discussion

NAFLD-HCC patients are often older, with metabolic syndrome associated comorbidities, diagnosed at a more advanced stage of disease owing to lack of or ineffective HCC surveillance^30,31^. To develop preventive and therapeutic approaches for this target population, there is a need to better understand the pathogenesis of HCC in these contexts.

A number of animal models have been used to explore hepatocarcinogenesis in NAFLD^5^, with some of those involving dietary manipulations as described in the introduction. While caution is advised interpreting data from any model in isolation, particularly given the transcription profiles of tumours tend not to recapitulate human disease^32^, significant advances in our understanding of tumour development in fatty livers have been made. It is known that increases in circulating fatty acids lead to steatosis, with intrahepatic lymphocytes and inflammatory macrophages, along with inflammatory cytokines, leading to chronic cellular injury, DNA damage and hepatocyte death^5^. NAFLD progression to NASH and fibrosis, contributes to the increased risk of HCC^5^. Our aim was to compliment these studies by exploring features not necessarily dependent on NASH progression to fibrosis—given up to 50% of humans with NAFLD-HCC develop it in the absence of advanced fibrosis or cirrhosis. As the majority of dietary studies thus far have used C57Bl/6 mice, which do not develop the metabolic syndrome with age and require additional insults to promote non obesigenic liver injuries and HCC, we considered alternative strains of mice.

Attempting to recapitulate the human condition without the need for additional liver insult, we used dietary manipulation with the western ‘ALIOS’ diet^18^—previously shown to induce NAFLD and small liver lesions in 60% of C57BL/6 mice at 1 year^14^—but in C3H/He mice. C3H/He mice do develop obesity and hepatomas with age^16,17^. ALIOS fed C3H/He mice developed exaggerated obesity and an elevation in FBG, reflective of insulin resistance. This was associated with human reminiscent NAFLD—including a number of the ancillary features not previously assessed in association with HCC risk. In this model, 96% of ALIOS fed mice developed macroscopic tumours characterised as HCC at 48 weeks of age. Liver weight was markedly higher in ALIOS fed mice, contributed to by more hepatic fat, but also increased hepatocyte proliferation. Each of those features (FBG, liver weight, steatosis and Ki67 proliferation) were significantly associated with tumour development. Notably, the ALIOS diet induced hepatocyte proliferation as early as 24 weeks in the mice, when lesser levels of steatosis were present and NASH was absent. The later acquisition of inflammation, DNA damage and fibrosis were also associated with tumour development. The transcriptional landscape of liver tumours in C3H/He mice resembled a proliferative human HCC-subclass.

Bucillamine reduced DNA damage and fibrosis but had little impact on HCC development. Accepting that there may be uncharacterised mechanistic attributes of bucillamine, it also had little impact on some of the other features associated with ALIOS diet induced HCC development—namely FBG, liver weight, steatosis and inflammation. While DNA damage is mandatory in the development of cancer, these data in combination suggest that beyond DNA damage—regardless of whether there is a little or a lot and whether or not there is fibrosis—the proliferative environment may be key. In the presence of cirrhosis, proliferation occurs as a compensatory regenerative response to progressive hepatocyte injury^5^. Here we have demonstrated the presence of proliferation—even with low levels of DNA/cellular damage and fibrosis—again associated with cancer risk. This is reminiscent of human NAFLD-HCC arising in elderly patients with the metabolic syndrome, in the absence of significant injury and cirrhosis. The cause of the proliferative environment is pertinent and while association studies have their limitations, even at 24 weeks, the ALIOS diet induced elevations in Ki67+ hepatocytes, correlating closely with liver weight (Spearman correlation 0.663, p = 0.008, n = 16) and FBG (0.533, p = 0.033), rather than body weight. At the level of histology, mild to moderate steatosis was present at 24 weeks, without evidence of lobular inflammation or NASH or elevated macrophages on light microscopy. Lipid metabolic pathways are altered when hepatocytes switch to proliferation^33^, although the stimulus, switching hepatocytes to proliferation in the context of steatosis, is not well characterised.

Of note, HCC did not develop in the DINAH model until at the earliest 36 weeks, after the development of additional features including inflammation. In particular, we have highlighted the potential role of lipogranulomas—well recognised as ancillary features in NAFLD—as promoters of an HCC permissive environment. Macrophages are the cardinal immune cell type associated with lipogranulomas, with an elevation in CD68+ macrophages evident from 36 weeks in ALIOS fed mice. In addition—led by our transcriptome analysis of non-tumour fatty liver in C3H/He mice, also highlighting a role for macrophages, we explored a specific candidate, namely CD44, with a suggested role as an upstream regulator of T cell homing. We confirmed that CD44+ was acquired in the livers of mice with HCC, that it was predominantly expressed in macrophages, and that its expression was closely associated with expansion of CD4 T cells which characterise a cancer permissive environment^34–36^. In human NAFLD, CD44 expression in immune cells has been reported to play a key role in NASH^37^ and here we have shown that CD44+ macrophages are acquired in NAFLD patients developing HCC. Furthermore, the elevation in CD44+ macrophages in these patients was associated with the presence of T2DM, which the more modest elevations in CD68 and CD163 positive cells were not. In the contexts of cirrhosis and viral hepatitis, cross talk between macrophages and T cells in the creation of an immunosuppressive environment in which cancers develop and progress, is increasingly recognised^34,35,38^. The DINAH study is an observational one, but highlights these features as also being key in the development of NAFLD-HCC, even in the absence of cirrhosis, where T2DM associated CD44+ macrophage phenotype is acquired. The metabolic and inflammatory relationships between macrophages and their states of activation have been recently reviewed^39^, with the field and identification of disease specific subtypes rapidly advancing^27–29^. Although we did not identify the recently reported NAFLD associated subtypes of CD9 or Trem2+ macrophages as elevated in ALIOS fed mice livers, CD9 was present at transcript and protein levels in both groups at 48 weeks and may have been acquired with age. Trem2 was elevated, but at low levels in whole liver and more sensitive methods may have detected it. However, CD9 and Trem2 have been identified as associated with progressive fibrosis in NAFLD, which is not the most striking phenotype of ALIOS fed C3H/He mice. Going forward, single cell studies in models focused on non-cirrhotic HCC may identify and characterise subtypes in addition to the CD44+ one reported here.

Our aim in conducting this comprehensive observational study was to gain further insights in NAFLD-HCC pathogenesis. In conclusion, the DINAH model recapitulates many of the pathological and histological features of human NASH and HCC. We highlight the importance of elevations in blood glucose and insulin resistance, a proliferative environment and elevated liver weight, alongside a CD44+ macrophage phenotype in fatty livers in which HCC develop. Further evaluation of the metabolic regulation of macrophage phenotype in NAFLD may shed light on preventive or therapeutic strategies for HCC.

## Methods

### Mouse studies

Experiments were approved by the Newcastle Animal Welfare and Ethical Review Board and performed with a UK Home Office licence, according to UK Home Office guidelines. Our study was compliant with ARRIVE guidelines, as summarised in Supplementary Table 5. In a pilot study, 8 week old male C3H/He mice (12 per group) were fed an American lifestyle diet (ALIOS: 45% fat calories, high trans-fat with high fructose drinking water) or a control diet (15% fat calories, low trans-fat without sugar) ad libitum. The diets (ALIOS: Teklad TD.110201; Control: Teklad TD.110196) were distributed from Harlan Laboratories (Madison, Wisconsin, USA). C3H/He mice were C3H/HeNHsd (Harlan, UK) or (C3H/HeNCrl) (Charles River, UK), not C3H/HeJ. C3H/HeJ mice, not the ones we used, are known to be hypo-responsive to lipopolysaccharide consequent to a point mutation in the TLR4 gene^40^. A glucose tolerance test (GTT) was performed in fasted mice at 48 weeks, following which the mice were humanely killed. This dietary induced NASH and HCC (DINAH) model was taken forward in a comprehensive follow-up study, but killing was at 12, 24, 36 (n = 8 per group) and 48 weeks of age (n = 24 per group). In a parallel intervention study, the diets were supplemented with bucillamine 20mg/kg/day from 24 weeks of age until killing at 48 weeks of age. A more detailed overview of the study groups and justification of numbers is provided in Supplementary methods and in Supplementary Table 1. DINAH pilot and comprehensive studies were combined for presentation and statistical analyses.

### Human studies

Informed consent was obtained from patients to use their surplus tissues. Prospectively recruited adult patients were over 18 years of age. The use of their tissues surplus to diagnostic requirements for research purposes was approved by the Newcastle and North Tyneside Regional ethics committee, the Newcastle Academic Health Partners Bioresource (NAHPB) and the Newcastle upon Tyne NHS Foundation Trust Research and Development (R&D) department, in accordance with Health Research Authority guidelines. (References 10/H0906/41; NAHPB Project 48; REC 12/NE/0395; R&D 6579; Human Tissue Act license 12534). The study cohort included 42 NAFLD patients with a median age of 67 years, of whom 27/42 had developed HCC.

### Supplementary methods

Patients, histology and immunohistochemistry studies, Statistical Analyses, Quantification of gene expression, RNA Sequencing and analyses are described in Supplementary Methods. The mouse model RNA sequencing data has been deposited in NCBI’s Gene Expression Omnibus^41^ and is accessible through GEO Series accession number GSE137407 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE137407).

## Supplementary Information

Supplementary Information.

# Supplementary material for: Key features of the environment promoting liver cancer in the absence of cirrhosis
**Source:** Sci Rep. 2021 Aug 18;11:16727. doi: 10.1038/s41598-021-96076-2
**Supplement:** Supplementary file 1 — Supplementary Information.

## **Key features of the environment promoting liver cancer in the absence of cirrhosis**

### **List of authors**

Marco Youssef William Zaki; Ahmed Khairallah Mahdi; Gillian Lucinda Patman; Anna Whitehead; João Pais Maurício; Misti Vanette McCain; Despina Televantou; Sameh Abou-Beih; Eric Ramon-Gil; Robyn Watson; Charlotte Cox; Jack Leslie; Caroline Wilson; Olivier Govaere; John Lunec; Derek Austin Mann; Sirintra Nakjang; Fiona Oakley; Ruchi Shukla; Quentin Mark Anstee; Dina Tiniakos; Helen Louise Reeves.

### **Supplementary Information**

Supplementary Methods, pages 2-7

Supplementary Figures 1-5, pages 8-12

Supplementary Methods Tables, pages 13-16

Supplementary Results Tables, pages 17-20

Supplementary References, page 21

## Methods

### *Animal procedure*

The distribution of mice in different dietary and interventional groups is summarised and justified in **Supplementary Table 1**. In the follow-up comprehensive study, mice were housed 4 per cage to reduce fighting injuries. A simple procedure to remove preputial glands was routinely performed at 28 weeks, without complications. Humane killing was at 4 time-points, namely 12 weeks (1 month on diet; n=8 per group), 24 weeks (4 months on diet; n=8 per group); 36 weeks (n=8 per group) and 48 weeks (n=24 per group). An intervention study was performed in parallel, with 12 mice in each dietary group receiving bucillamine (Santen Pharmaceutical, UK) 20mg/kg/day (added to the diet, with dose estimated based on average daily consumption) from 24 weeks of age until humane killing at 48 weeks. Mice were supplied with the stipulation 'no runs', in batches every two to three months over one year. Cage of 4 mice were randomly allocated to different groups from each batch. Blood samples collected before diet initiation and culling had lipid and liver enzymes tested at MRC Harwell; Oxfordshire, UK.

Upon culling, body/liver weight and the macroscopic number and size (using callipers) of tumours were recorded, with technicians blinded to group allocation. Aliquots of liver tissues were snap frozen in liquid nitrogen or placed in RNA later at 4 degrees for 24 hours, prior to storing at -80 degrees. The remainder of the liver tissues were fixed in formalin. Additional analyses are described in the methods and text. All assessments of phenotypic characteristics (e.g. histopathology, immunohistochemistry) were performed with researchers blinded to groups allocation.

### *Patients*

The study cohort included 42 NAFLD patients with a median age of 67 years, of whom 27/42 had developed HCC. Demographic data included age and sex, with body mass index (BMI) and presence of type 2 diabetes (T2DM) recorded. Each of the controls had a documented history of NAFLD, with an otherwise negative liver screen (HBV and HCV serology, serum ferritin, autoantibody screen, alpha-1-antitrypsin level). Patients classed as having NAFLD-HCC were men or women with evidence of a fatty liver on biopsy or imaging or having the presence of at least T2DM or BMI >30, with an otherwise negative liver screen, drinking <21 or 14 units of alcohol per week respectively for at least 5 years prior to their first presentation with liver disease. The diagnosis of HCC was established through non-invasive assessment or histologically according to EASL clinical practice guidelines [1]. Cirrhosis was present in 11/42 (26.2%) of patients. The median body mass index (BMI) of the patients was 31.35 and 23/42 (57.5%) had T2DM.

### *Tissue studies*

Formalin fixed paraffin embedded (FFPE) tissue from tumour and non-tumour liver was sectioned 5 microns thick for histological assessments. An expert liver pathologist (DT) blinded to the dietary groupings assessed histological features of non-tumour and tumour liver tissue. Haematoxylin and eosin (H&E) and Sirius Red staining of the non-neoplastic liver sections were available. The grade of steatosis (0-3), ballooning (0-2) and lobular inflammation (0-3) was quantified and the NAFLD activity score calculated[2]. Other features of liver injury and inflammation (Mallory-Denk bodies, lipogranulomas (cell-free fat droplet surrounded by more than 3 macrophages),

microvesicular steatosis) were also documented and the stage of fibrosis (pericellular, portal/periportal, bridging) was assessed using a five-tiered scoring system[2]. Sirius red slides were also scanned and digitally assessed with Aperio Imagescope software, using a pixel intensity algorithm, applied to a minimum of 30 pericellular/perisinusoidal areas and expressed as pixel intensity per mm<sup>2</sup>. Histological assessment of the tumours was performed using H&E and reticulin staining[3] and defined as hepatocellular adenomas or HCC grade 1 or 2. Parameters considered included the presence and degree of nuclear atypia, the presence of cytoplasmic hyaline eosinophilic inclusions and mitotic figures, and the thickness of hepatocyte plates. Additionally, the presence and extent (% of the tumour area) of steatosis, features of degeneration (Mallory-like bodies, ballooning) and inflammation inside the tumours were also assessed.

### ***RNA extraction and Quantification of gene expression***

RNA later solution (Invitrogen, Paisley, UK) stored murine liver samples were thawed on ice and RNA was extracted using an RNeasy Mini Kit (Qiagen) according to the manufacturer's protocol. A DNase treatment step using on-column digestion with an RNase-free DNase kit (Qiagen) was included. The RNA concentration and integrity was determined by measuring the optical density (O.D.) at 260 nm with a Nanodrop ND-1000 micro-spectrophotometer (labtech, International). The eluted RNA samples (30 µl) were stored at -80 °C. Reverse transcription was according to manufacturers protocols (Cat. No. A3500, Promega).

Expression of tumour markers (glypican-3 (GPC3), neighbour of Punc E11 (NOPE) and alpha fetoprotein (AFP)), two inflammatory cytokines (tumour necrosis factor alpha (TNFα), inducible nitric oxide synthase (iNOS)) and collagen 1a1 (col1a1) were analysed by semi-quantitative real time PCR relative to glyceraldehyde-3-phosphate (GAPDH). Primer information is in **Supplementary Table 2A**.

Prior to qPCR, cDNA was thawed on ice and further diluted with 90µl of nuclease-free deionised water to ensure a final concentration of 5 nanogram per microliter. A master mix was prepared for each set of primers, which consisted of the following components for each 10 µl single reaction: 5 µl Platinum SYBR Green qPCR SuperMix-UDG with ROX (Invitrogen), 0.2 µl (10 µM) of each primer (forward and reverse) and 2.6 µl of nuclease-free H<sub>2</sub>O. Two microliters of diluted cDNA (10 ng) was added to each single reaction well, with 8 µl of master mix, to get a total volume of 10µl in each well. The qPCR reaction was performed using the 7900HT Fast Real-Time PCR System (Applied Biosystems, Foster city, CA) with the standard thermal cycle steps (50°C for 2 min, 95°C for 10 min followed by 40 cycles of 95°C for 15 sec and 60°C for 1 min), or an Applied Biosystems QS7 machine with standard conditions. Additional 'Minimum Information for Publication of Quantitative PCR' (MIQE) is in **Supplementary Table 2B**.

### ***Glucose tolerance test (GTT)***

Animals were fasted overnight to provide a fasting blood glucose level. The animals were then dosed with 2g/kg glucose by intraperitoneal injection and blood glucose was measured at 30, 60 and 120 minutes.

### ***Blood biochemistry***

Venous blood was collected from the tail vein before diet initiation. At killing, blood was collected by cardiac puncture into Eppendorf tubes, with plasma collected after centrifugation at 3000 rpm for 10 minutes at room temperature. Plasma was stored at -80°C until lipid and liver enzyme profiling (at MRC Harwell; Oxfordshire, UK).

### ***Immunohistochemistry (IHC) and Western blotting***

FFPE tissue sections were immunostained for Ki67,  $\gamma$ -H2AX, CD44, CD68, CD163, F4/80, CD4, FOXP3, CD9, Trem2. Slides were scanned and assessed digitally with Aperio Imagescope Software. The percentage of Ki67 and  $\gamma$ -H2AX positive hepatocyte nuclei was calculated by applying an Aperio imagescope algorithm. T cells and neutrophil counts were manual counts, using the number of cells in 15 high power fields for each case. The macrophage counts were manual counts, quantifying the average numbers of cells per high power field, using a minimum of 10 fields per case. Antibodies used for IHC and western blotting are listed in **Supplementary Table3**.

### ***Dual Staining for CD44 and CD68***

FFPE tissue sections (mouse and human) were de-waxed and rehydrated before being submerged in citrate buffer pH 6.0 in an Antigen Access Unit (A. Menarini diagnostics, Berkshire, UK). Immunofluorescence (IF) was performed as per standard protocols sequentially with anti-CD44 followed by anti-CD68 antibodies. Details of antibodies utilised is given in **Supplementary Table 4**. IF slides were counterstained with DAPI (1:1000 for 30 min) and mounted using Vector TrueVIEW Autofluorescence quenching kit (SP-8400) as per the instructions. Images were captured using a confocal microscope (Leica TCS SPE) at 40X lenses with additional 1.5x zoom and analysed by Fiji ImageJ.

### ***RNA sequencing, statistics and data analysis***

10-20 mg of non-tumour and tumour tissues were shipped in RNeasy on dry ice to AROS Applied Technology (Denmark), where RNA was extracted and the quality of each sample checked using a Bioanalyser (Agilent). Only samples with at least 400ng of total RNA and a RNA Integrity Number (RIN) greater than 8.0 were included. RNA sequencing was carried out using Illumina's Stranded mRNA kit for library preparation, with 100 bp Paired End Reads, five samples to be sequenced across one lane. RNA sequence analyses were performed with the Newcastle Bioinformatics Support Unit. In short, the RNA-seq Paired-end reads were mapped to the mouse reference genome (mm10) using STAR, with 2-pass alignment mode. HTSeq was used to count the number of reads that overlap with annotated gene features from Gencode version M6, with options -t exon -m intersection-nonempty. Gene-level differential expression analysis was performed using DESeq2[4]. Similarities between samples were determined by unsupervised clustering using hClust function with ward.D2 method in RStudio. Data visualisation was performed using Heatmapper software[5], while deregulated pathways were analysed using both Ingenuity pathway analysis, IPA (QIAGEN Inc., <https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis>) and gene set enrichment analysis (GSEA) software [6, 7]. Statistics values were used as a ranking metrics for analysing gene sets acquired from the Molecular Signatures Database (MSigDB v6.2)[8]. Gene sets with <5 or >2000 genes were excluded.

### ***Non-negative matrix factorization analysis***

Non-negative Matrix Factorization (NMF) was used to extract metagenes from gene expression profiles of human liver hepatocellular carcinomas of different etiologies, using RNA-seq data downloaded from The Cancer Genome Atlas Hepatocellular Carcinoma (TCGA-LIHC)[9]. A matrix of gene expression data combining per gene read counts of samples from TCGA was normalized and variance-stabilized transformed using DESeq2[4]. To remove genes that did not vary sufficiently across the dataset we capped expression values at 20 and 10,000 read counts and only included genes between  $> 10$ -fold minimum and  $>1000$  maximum read counts. To identify the most robust combination of metagenes and subgroups/clusters in the dataset, consensus bootstrapped NMF clustering was performed on the filtered gene count matrix as previously described[10]. Briefly, we performed NMF and K-means clustering, testing all combination of 2-15 metagenes and clusters with bootstrapped resampling method ( $n=100$ ) to test for reproducibility. Cluster stability measures (Cohen's kappa, average silhouette scores) were assessed to determine optimal combinations of metagenes and clusters. Samples that were assigned to the same cluster fewer than 90% of replicates were removed from the dataset. All genes in the refined dataset were then column rank normalised and metagenes scores were recalculated. Metagenes derived from the human HCC dataset were then projected onto our own NAFLD and HCC mouse model RNA-seq dataset by the pseudoinverse method as previously described[11, 12]. All analysis and figures were generated using R/Bioconductor and by using a modified version of the NMF scripts provided by Brunet et al.[11]. GSEA[7] was performed on a gene list ranked according to the correlation of the metagene scores with the expression profile.

### ***Statistical analyses***

Statistical analyses were with SPSS for windows, version 25 (SPSS Inc. Chicago Illinois, USA), licensed to Newcastle University. Data are show as a mean  $\pm$  standard error of the mean (SEM), as associations, or as categorical scores. Differences between groups of continuous variables were assessed by t-test or ANOVA for parametric data, or Mann-Whitney and Kruskal Wallis tests for non-parametric data. Associations between groups were assessed by Pearson (parametric data) or Spearman (non-parametric data) tests. Differences between categorical variables were assessed by Pearson Chi Square, or Fishers Exact tests approximated using a Monte Carlo approach where cells within a contingency table of greater than 2x2 contained low numbers ( $<5$ ). A p-value of  $<0.05$  was considered significant.

## Figures

### Supplementary Diet Sheet 1 - ALIOS diet TD 110202

#### Teklad Custom Research Diet Data Sheet

#### TD.110201 22% HVO Diet (VI)

#### Footnote

Modification of TD.06303 with vitamins increased for irradiation. Hydrogenated vegetable oil (HVO) is about 30% trans-fat, giving this diet approximately 6.6% trans-fat by weight.

#### Selected Nutrient Information<sup>1</sup>

Kcal/g 4.6

<sup>1</sup> Values are calculated from ingredient analysis or manufacturer data

*Teklad Diets are designed & manufactured for research purposes only.*

#### Speak With A Nutritionist

- (800) 483-5523

Harlan Laboratories • PO Box 44220 • Madison, WI 53744-4220  
[www.harlan.com](http://www.harlan.com)

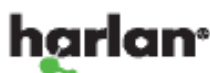

Harlan, Harlan Laboratories, Helping you do research better,  
and the Harlan logo are trademarks and trade names of Harlan Laboratories, Inc.  
© 2006 Harlan Laboratories, Inc.

#### Key Features

- Purified Diet
- High Trans Fat
- Suitable for Irradiation

#### Key Planning Information

- Products are made fresh to order
- Store product at 4°C or lower
- Use within 6 months (applicable to most diets)
- Box labeled with product name, manufacturing date, and lot number
- Replace diet at minimum once per week  
*More frequent replacement may be advised*
- Lead time:
  - 2 weeks non-irradiated
  - 4 weeks irradiated

#### Product Specific Information

- 1/2" Pellet or Powder (free flowing)
- Minimum order 3 Kg
- Irradiation available upon request

#### Options (Fees Will Apply)

- Rush order (pending availability)
- Irradiation (see Product Specific Information)
- Vacuum packaging (1 and 2 Kg)

#### International Inquiry

- Outside U.S.A. or Canada •

#### Place Your Order (U.S.A. & Canada)

- Place Order • Obtain Pricing •
- Check Order Status •

- (800) 483-5523
- (608) 277-2066 facsimile

*Helping you do research better*

## Supplementary Diet Sheet 2 - Control TD 110196

### Teklad Custom Research Diet Data Sheet

#### TD.110196 6% Soybean Oil Diet

#### Footnote

A control for TD.110201 without trans fat and with reduced sucrose. Protein, minerals and vitamins are adjusted so that they are equivalent to levels in TD.110201 when compared on the basis of kcal density. The exception is vitamin E which is kept the same in both diets (because it was intentionally reduced in TD.06303, which these diets are based on).

#### Selected Nutrient Information<sup>1</sup>

Kcal/g 3.7

<sup>1</sup> Values are calculated from ingredient analysis or manufacturer data

*Teklad Diets are designed & manufactured for research purposes only.*

#### Speak With A Nutritionist

- (800) 483-5523

Harlan Laboratories · PO Box 44220 · Madison, WI 53744-4220  
[www.harlan.com](http://www.harlan.com)

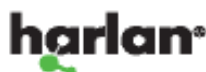

### Key Features

- Purified Diet
- Normal Fat Level
- No Trans Fat
- Control

### Key Planning Information

- Products are made fresh to order
- Store product at 4°C or lower
- Use within 6 months (applicable to most diets)
- Box labeled with product name, manufacturing date, and lot number
- Replace diet at minimum once per week  
*More frequent replacement may be advised*
- Lead time:
  - 2 weeks non-irradiated
  - 4 weeks irradiated

### Product Specific Information

- 1/2" Pellet or Powder (free flowing)
- Minimum order 3 Kg
- Irradiation available upon request

### Options (Fees Will Apply)

- Rush order (pending availability)
- Irradiation (see Product Specific Information)
- Vacuum packaging (1 and 2 Kg)

### International Inquiry

- Outside U.S.A. or Canada -

### Place Your Order (U.S.A. & Canada)

- Place Order · Obtain Pricing ·
- Check Order Status ·
- (800) 483-5523
- (608) 277-2066 facsimile

*Helping you do research better*

Harlan, Harlan Laboratories, Helping you do research better,  
and the Harlan logo are trademarks and trade names of Harlan Laboratories, Inc.  
© 2006 Harlan Laboratories, Inc.

03/07/11

**Supplementary Figure 1: DINAH model phenotype supplementary**

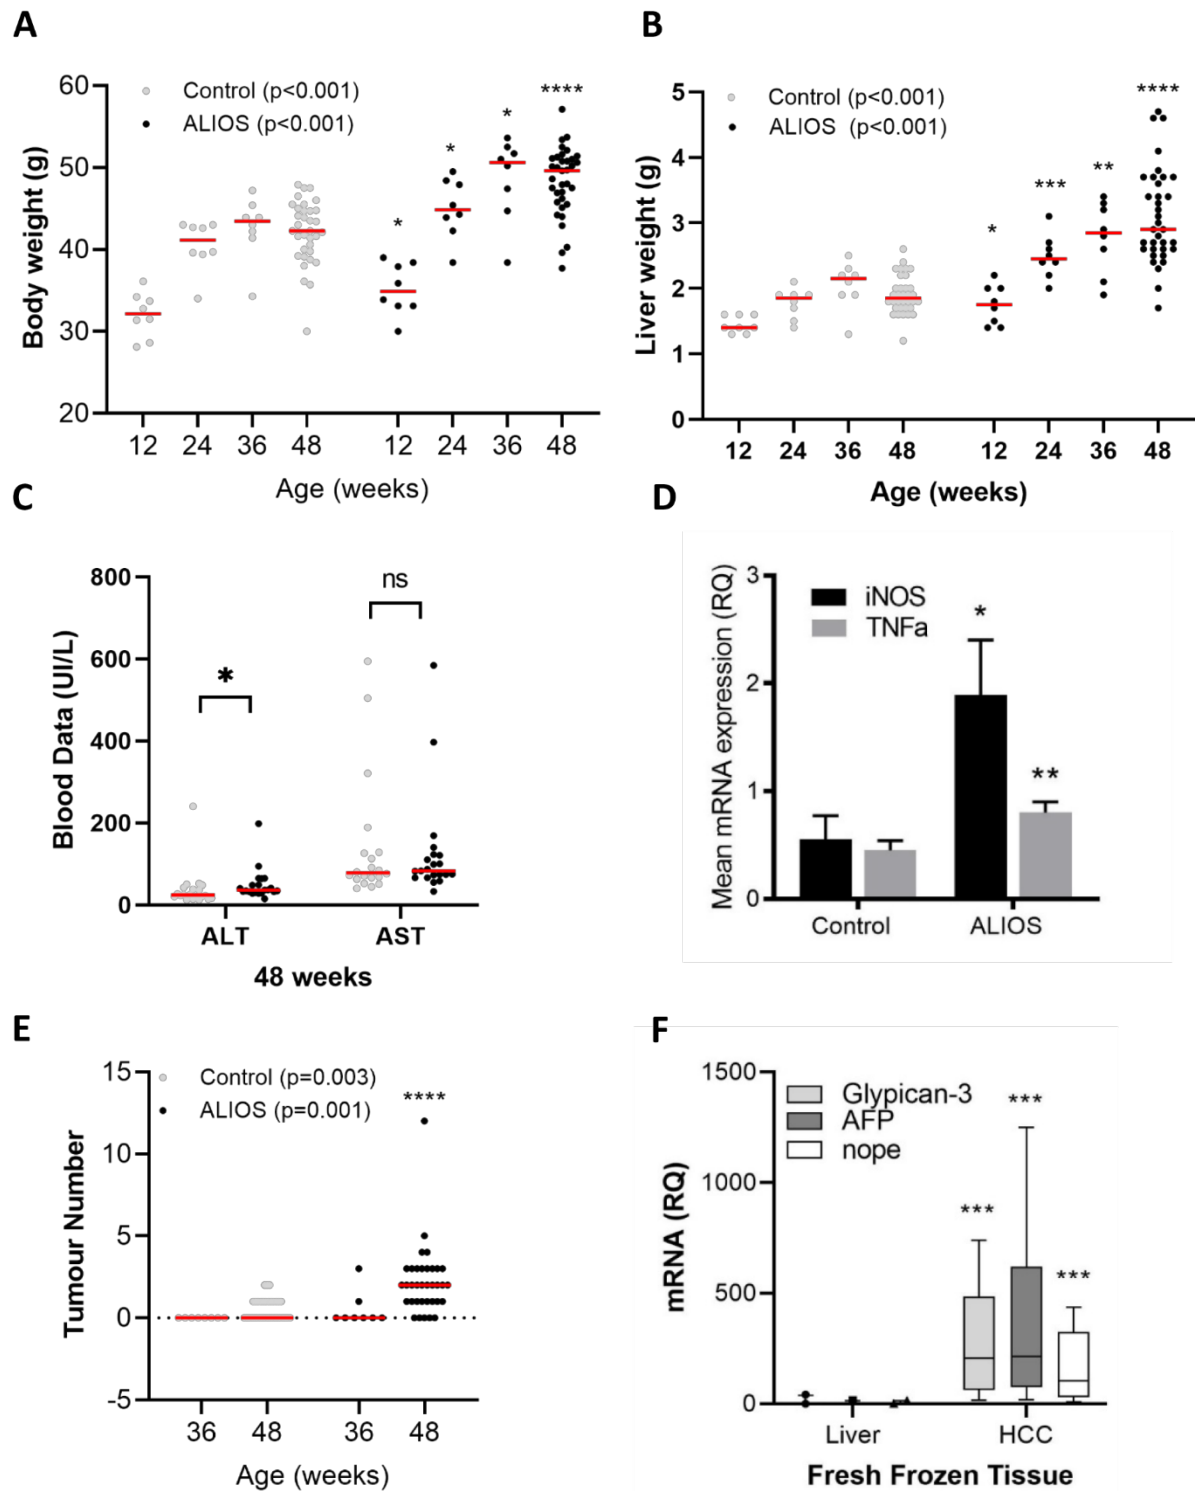

Body and liver weight increased with age in controls, but more so in ALIOS fed mice (**A**, **B**). Serum ALT rather than AST was elevated in ALIOS fed mice (**C**). iNOS and TNFα mRNA levels were elevated in ALIOS fed mice (**D**). Elevations in tumour numbers are summarised in (**E**). Expression of glypican-3, alfa-fetoprotein and nope tumour markers were elevated in tumour tissues (**F**). Data are shown as mean±S.E.M, with data analysed by Mann-Whitney or Kruskal Wallis (KW) tests. P values \* p<0.05; \*\* p<0.01; \*\*\* p<0.001, \*\*\*\* p<0.0001.

**Supplementary Figure 2: Cluster dendrogram of the RNASeq hepatic gene expression of the *DINAH* non-tumour and tumour tissues**

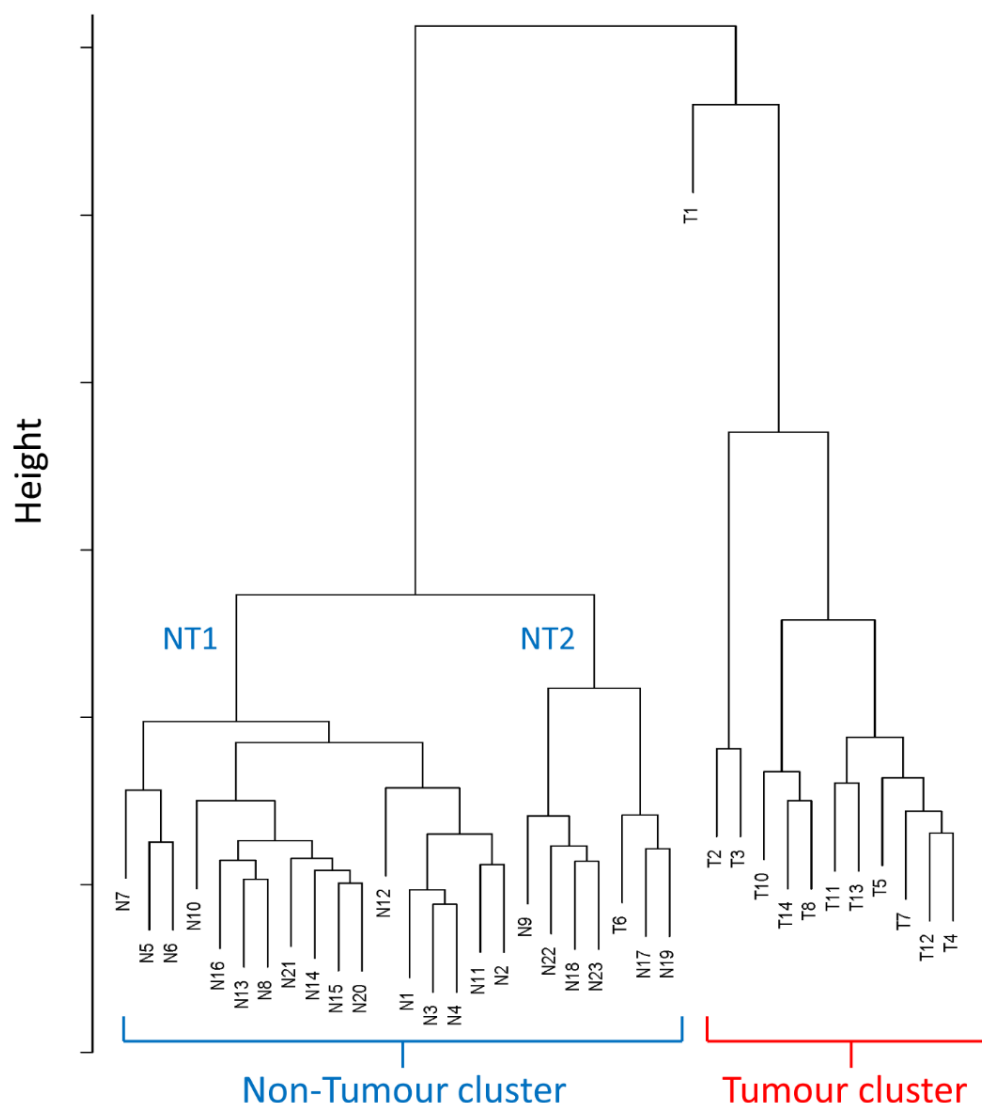

Hierarchical clustering identified two main clusters of the liver transcriptome, largely differentiating the non-tumour (NT) and tumour (T) tissues. In the NT cluster, N1-N12 were from control diet C3H/HeH mice, while N12-N23 were from ALIOS-fed mice. A sub-cluster (NT2) contained more ALIOS fed mice tissues and a single tumour sample (T6) – closer to N17 and N19 in the distance matrix than T2. In the tumour cluster, T1-T14 were tumour tissues from ALIOS-fed mice, except for T7, which was from a control-fed mouse. The outlier T1, was not included in the *DINAH* mouse tumour transcriptome analyses with human metagenes (Figure 1).

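In the whole set of 50 libraries, T1 lay farther from the others than any other library did. Its median Euclidean distance to the other libraries, on variance-stabilized counts, was 287, against 90.4 to 180 for the other 49 libraries. Its depth was ordinary, with a total of 29971909 counts. Albumin (Alb) had 37.9 CPM in T1 and a median of 152374 in the other 26 tumours, DEN tumours included. Over a list of 24 hepatocyte genes, the level in T1 minus that in the median tumour was -9.63 on the log2 scale for the median gene, and the other tumours lay between -1.18 and 0.52 by the same measure. Of the 24 genes, 19 were lower in T1 than in every other tumour. Other transcripts were abundant in T1 alone. Kap reached 35347 CPM, Slc34a1 4922 and Umod 1812, and each had a median of 0 in the other tumours. These 3 genes, which are transcribed in kidney, were named after their values were seen.

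**Figure D3:**
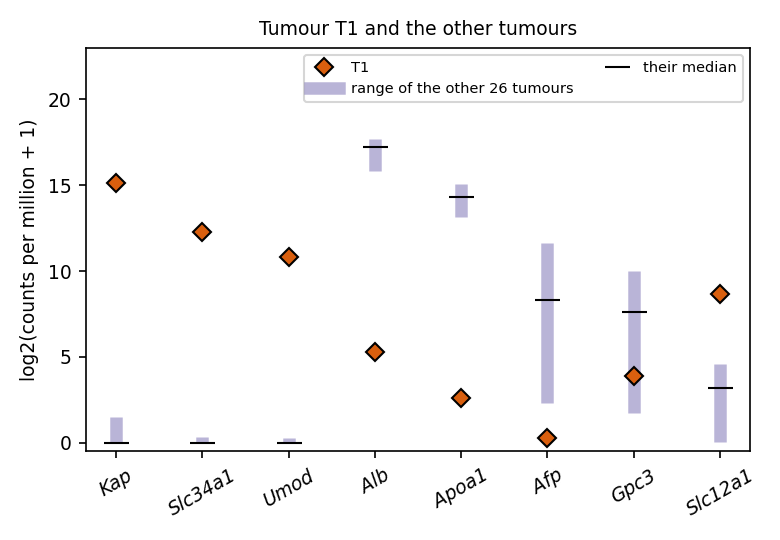
Level of 8 transcripts in tumour T1 (diamonds) and in the other 26 tumours (bars, lowest to highest; dashes, median). The vertical axis is log2 of CPM plus 1. Kap, Slc34a1 and Umod are high in T1 and near 0 elsewhere, Slc12a1 is also highest in T1, and Alb, Apoa1 and Afp are lower in T1 than in every other tumour.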

**Supplementary Figure 3: Bucillamine – additional information**

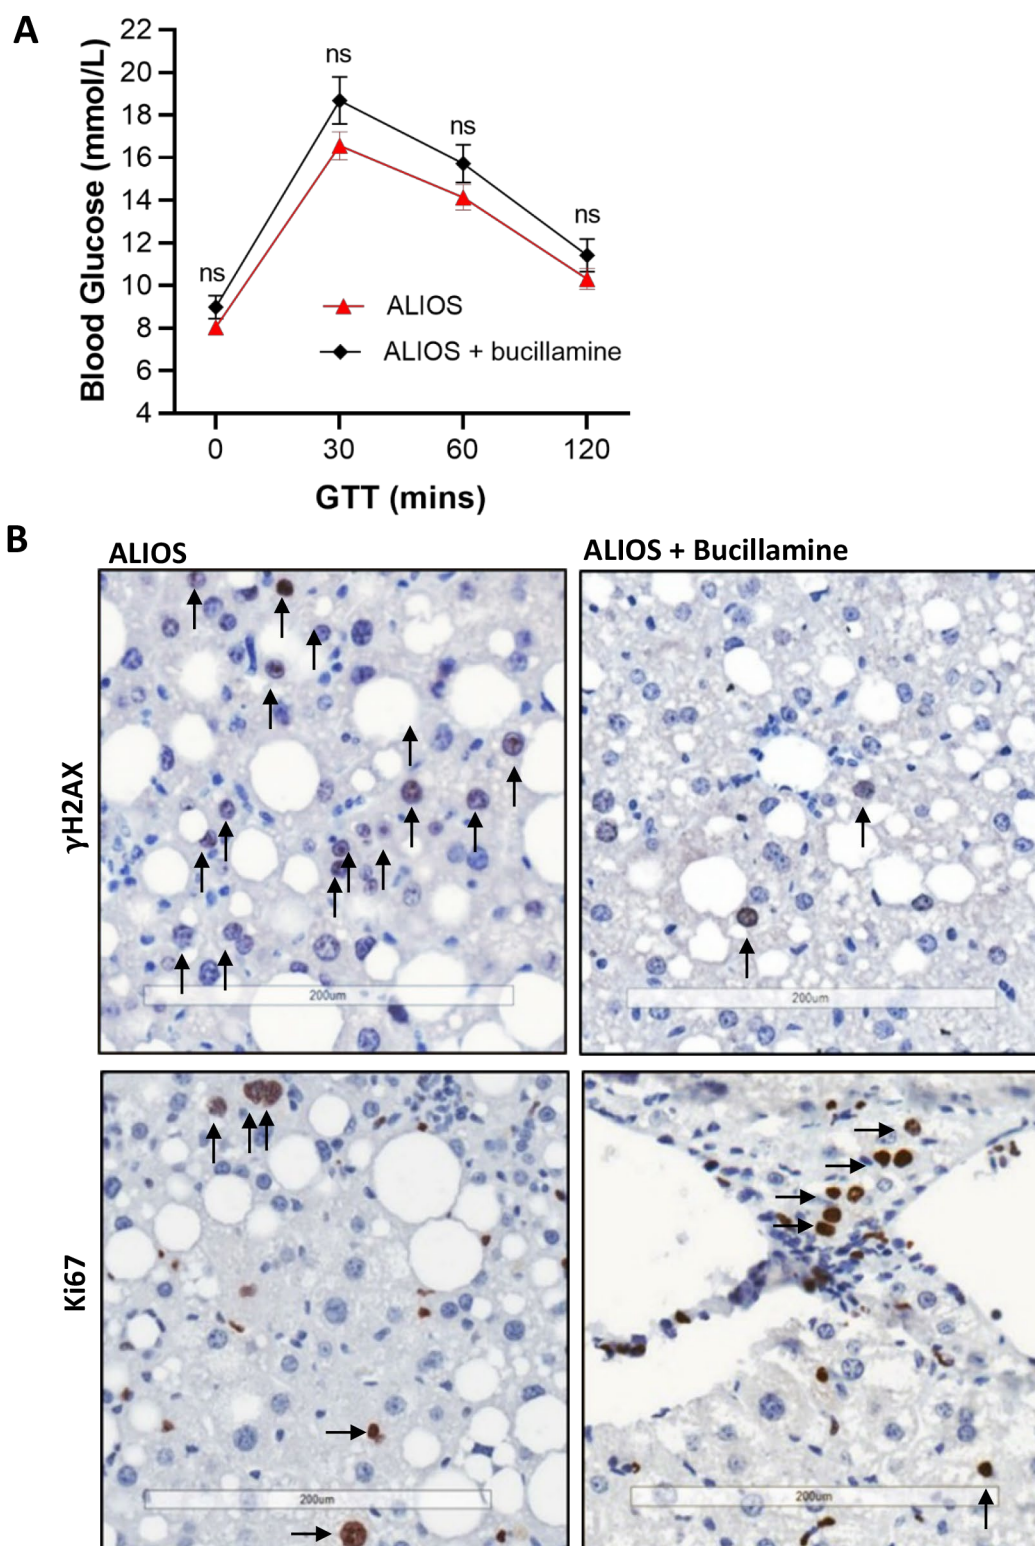

Bucillamine had no significant impact on glucose tolerance test, with data in 48 weeks ALIOS fed mice shown **(A)**. Immunohistochemistry detecting  $\gamma$ H2AX or Ki67 positive nuclei, annotated with black arrows, is shown in **(B)**, in 48 weeks mice fed either ALIOS diet or ALIOS diet supplemented with bucillamine. Bucillamine diminished  $\gamma$ H2AX, but had little impact on Ki67 positive nuclei.

**Supplementary Figure 4: Phenotype and histological characterisation of the RNA-Seq of non-tumour NAFLD liver G1 versus G2 Clusters**

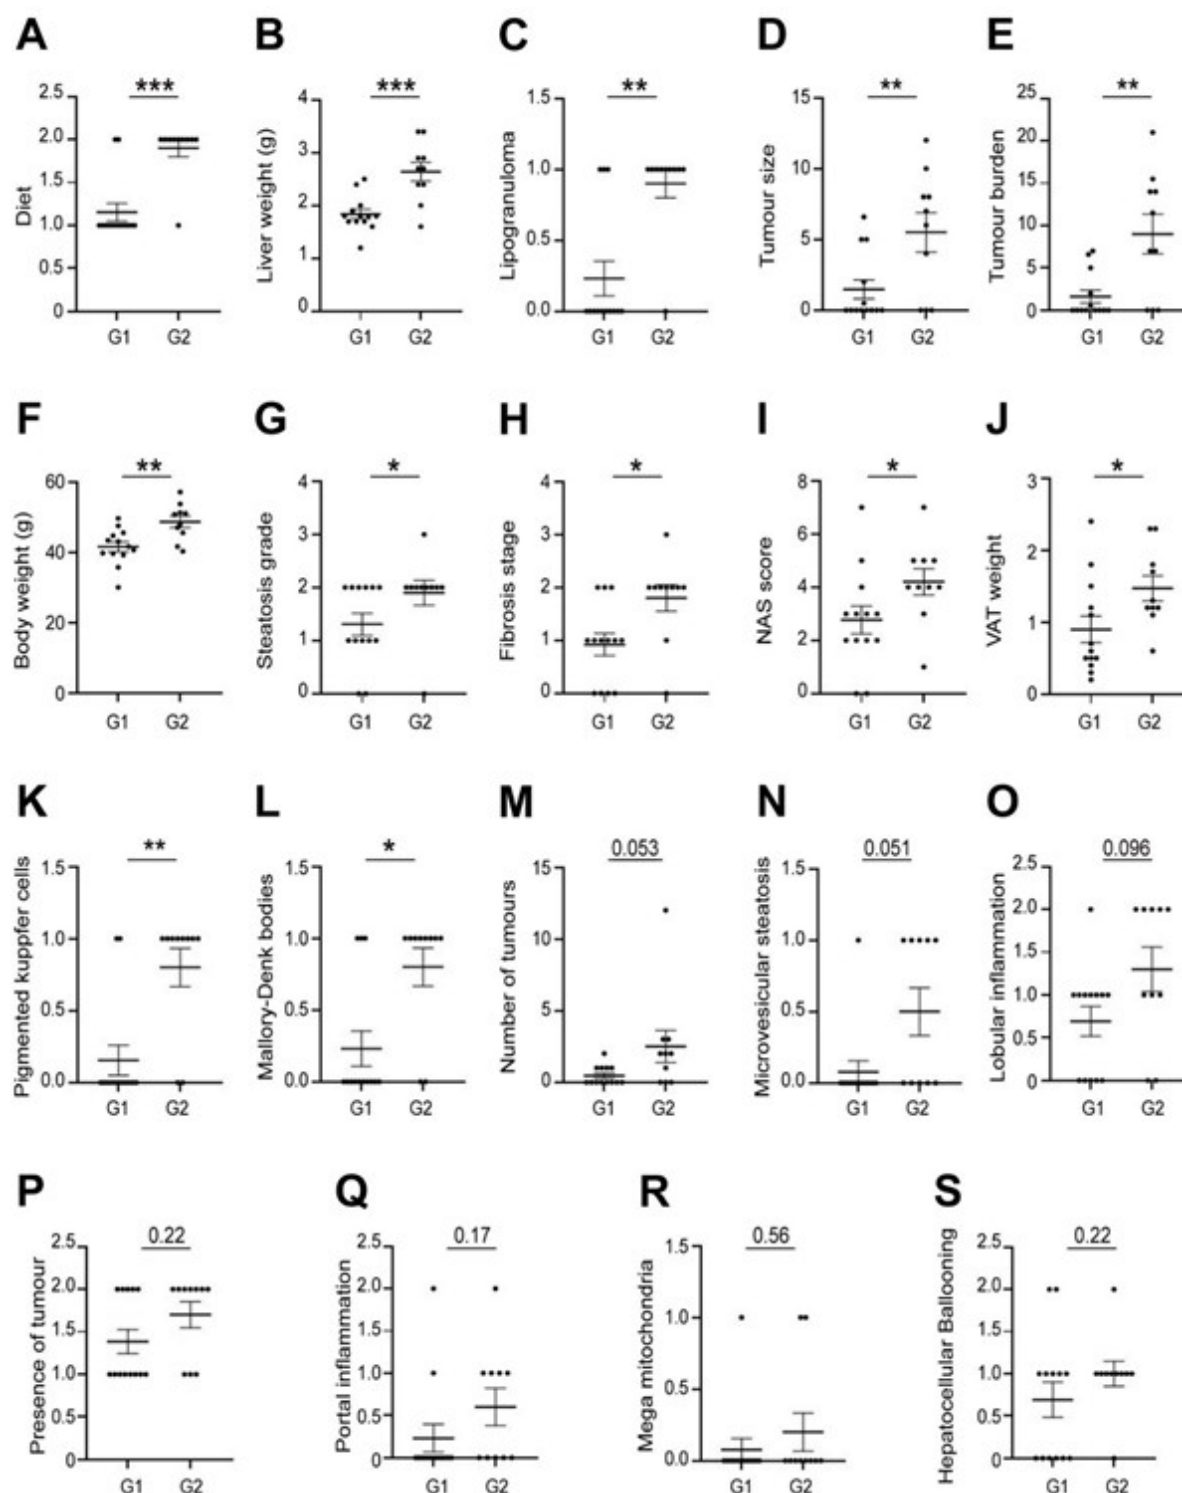

The figure shows the differences between G1 and G2 mice, for dietary intake (A), Liver weight (B), Lipogranuloma (C), tumour size (D), tumour burden (E), body weight (F), steatosis grade (G), stage of fibrosis (H), NAS score (I), VAT weight (J), pigmented Kupffer cells (K), Mallory-Denk bodies (L), tumour number (M), Microvesicular steatosis (N), lobular inflammation (O), presence of tumour (P), portal inflammation (Q), Mega mitochondria (R) and hepatocellular ballooning (S). Data are presented as mean± S.E.M, \* p<0.05; \*\* p<0.01, \*\*\* p=0.001 (Mann Whitney Tests).

**Supplementary Figure 5: Non-tumour fatty liver expression of CD44**

Supplementary Figure 5: Murine Macrophages

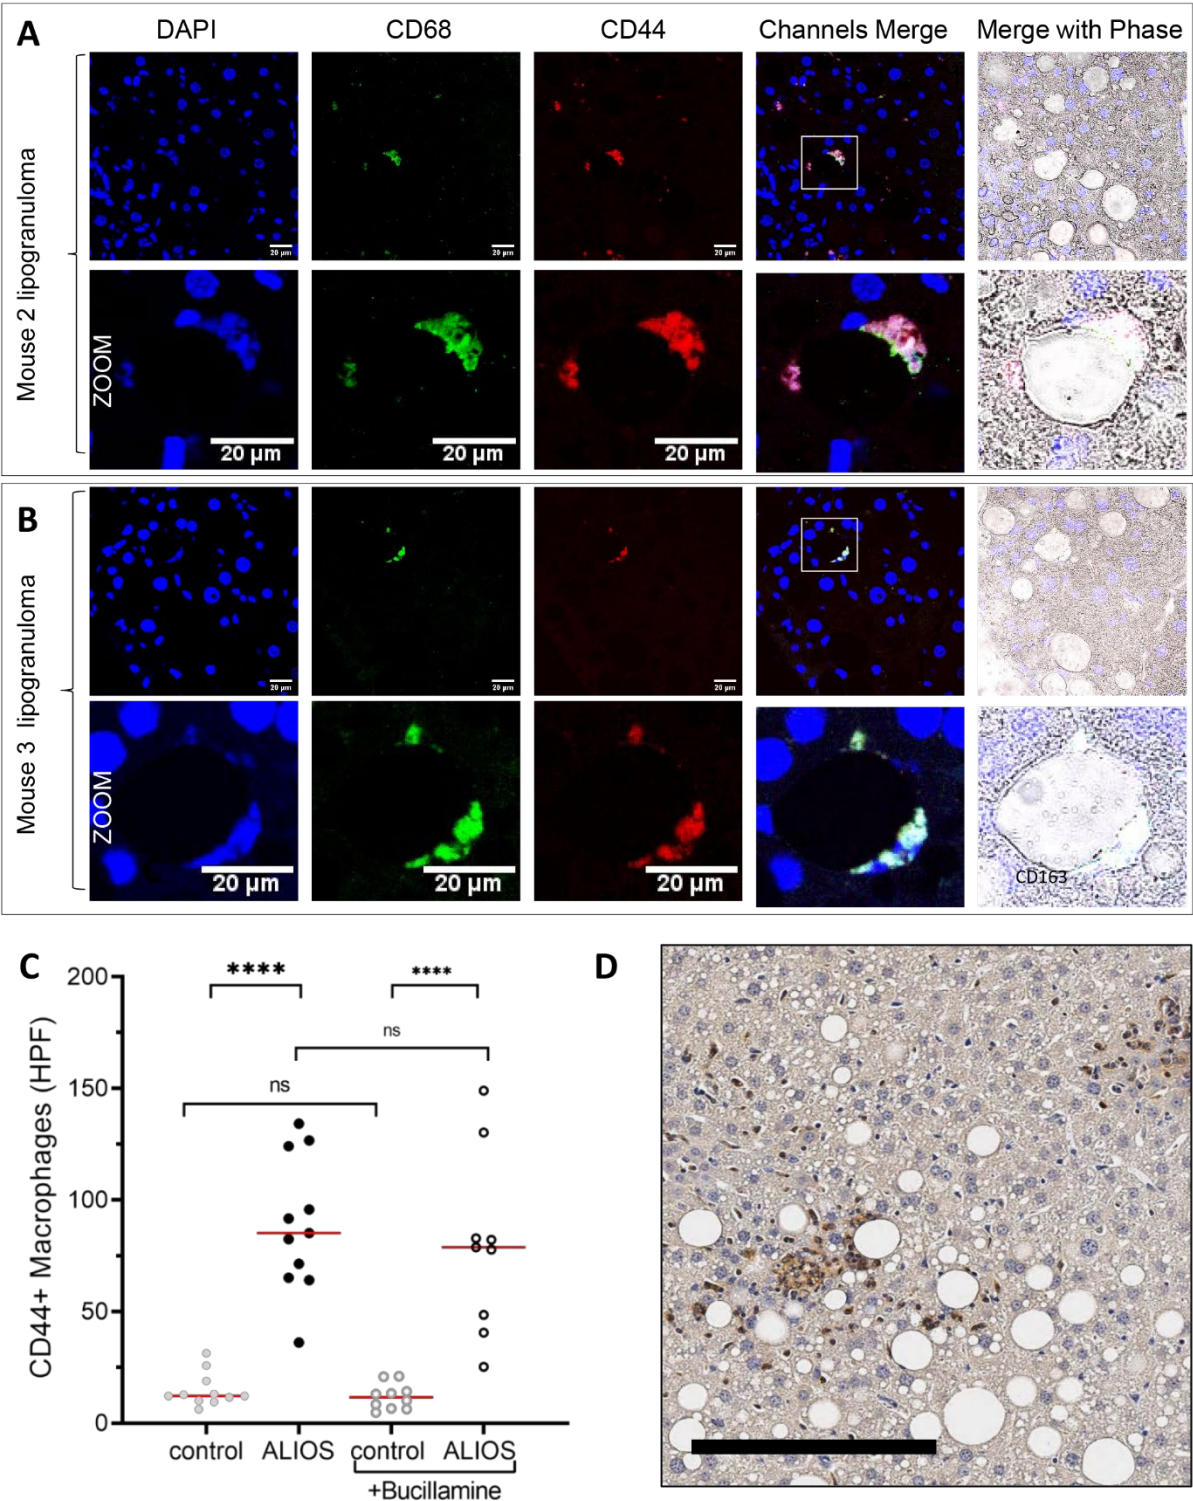

CD44 was co-expressed in macrophages in lipogranulomas, as demonstrated in two additional C3H/He ALIOS fed mice (**A,B**). ALIOS diet induced elevations in CD44+ macrophages at 48 weeks were not altered by bucillamine supplementaion. (**C,D**).

## Tables

**Supplementary Methods Table 1 – An overview of mice groups and numbers**

In the pilot study, 12 mice per group were included, with survivors killed at 48 weeks. The numbers of mice reaching the planned cull are shown in brackets. In the more comprehensive follow-up study, 8 mice per group were included for planned cull time points 12-36 weeks on either control or ALIOS diets. For the 48 weeks time point in the main study, where we aimed to consider phenotypic and histological features associated with tumour development, significant heterogeneity was expected, based on the pilot study. Estimating 45-50% of the control group would develop age associated phenotypic changes (including tumours), with that proportion increased to 85-90% in the ALIOS group, in order to detect significant differences with 80% power and 5% error, including a 10-15% attrition rate, we included 24 mice per group. The final row shows the combined numbers of mice in pilot and main studies included in the phenotypic studies.

**Supplementary Methods Table 2A - PCR Primer information**

**Supplementary Methods Table 2B – Additional MIQE PCR information**

**Supplementary Methods Table 3 – Antibodies for immunohistochemistry or western blot**

**Supplementary Methods Table 4 – Antibodies for Dual labelling macrophages**

# Supplementary Methods Table 5

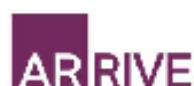

## The ARRIVE guidelines 2.0: author checklist

### The ARRIVE Essential 10

These items are the basic minimum to include in a manuscript. Without this information, readers and reviewers cannot assess the reliability of the findings.

**Supplementary Results Table 1. Histological characterisation of the DINAH model time course**

**Supplementary Results Table 2. The DINAH Bucillamine intervention study**

VAT – visceral adipose tissue; FBG – fasting blood glucose; LDL – low density lipoprotein; HDL – high density lipoprotein; ALT – alanine transaminase; MV – microvesicular; MDB – Mallory-Denk body; MM megamitochondria; LI – lobular inflammation; PI – portal Inflammation; PK – pigmented Kupffer; PS – perisinusoidal; PP – periportal; NAS – NAFLD activity score

**Supplementary Results Table 3. Top 100 DE genes in the DINAH model non-tumour tissues G2-G1 comparison.**

## Supplementary References

- [1] European Association for the Study of the Liver. Electronic address eee, European Association for the Study of the L. EASL Clinical Practice Guidelines: Management of hepatocellular carcinoma. *J Hepatol* 2018;69:182-236.
- [2] Kleiner DE, Brunt EM, Van Natta M, Behling C, Contos MJ, Cummings OW, et al. Design and validation of a histological scoring system for nonalcoholic fatty liver disease. *Hepatology* 2005;41:1313-1321.
- [3] Gordon H. SHH. A simple method for the silver impregnation of reticulin. *American Journal of Pathology* 1936;12:545.
- [4] Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* 2014;15:550.
- [5] Babicki S, Arndt D, Marcu A, Liang Y, Grant JR, Maciejewski A, et al. Heatmapper: web-enabled heat mapping for all. *Nucleic acids research* 2016;44:W147-153.
- [6] Mootha VK, Lindgren CM, Eriksson KF, Subramanian A, Sihag S, Lehar J, et al. PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. *Nature genetics* 2003;34:267-273.
- [7] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A* 2005;102:15545-15550.
- [8] Liberzon A, Subramanian A, Pinchback R, Thorvaldsdottir H, Tamayo P, Mesirov JP. Molecular signatures database (MSigDB) 3.0. *Bioinformatics* 2011;27:1739-1740.
- [9] Erickson BJ, Kirk, S., Lee, Y., Bathe, O., Kearns, M., Gerdes, C., Lemmerman, J. Radiology Data from The Cancer Genome Atlas Liver Hepatocellular Carcinoma [TCGA-LIHC] collection. The Cancer Imaging Archive. 2016.
- [10] Schwalbe EC, Williamson D, Lindsey JC, Hamilton D, Ryan SL, Megahed H, et al. DNA methylation profiling of medulloblastoma allows robust subclassification and improved outcome prediction using formalin-fixed biopsies. *Acta Neuropathol* 2013;125:359-371.
- [11] Brunet JP, Tamayo P, Golub TR, Mesirov JP. Metagenes and molecular pattern discovery using matrix factorization. *Proceedings of the National Academy of Sciences of the United States of America* 2004;101:4164-4169.
- [12] Tamayo P, Scanfeld D, Ebert BL, Gillette MA, Roberts CW, Mesirov JP. Metagene projection for cross-platform, cross-species characterization of global transcriptional states. *Proceedings of the National Academy of Sciences of the United States of America* 2007;104:5959-5964.

How the deposited data were processed for this re-analysis (not part of the article)

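Gene expression was measured by RNA-seq in 50 libraries labelled as liver or liver tumour of C3H/He mice, all aged 48 weeks. The label of tumour T1 was kept, although its library held kidney transcripts. They were 12 non-tumour livers on the control diet, 11 non-tumour livers on the ALIOS diet, 13 tumours on the ALIOS diet, 1 tumour on the control diet, and 13 tumours of mice given DEN (diethylnitrosamine, a liver carcinogen), 8 on the ALIOS diet and 5 on the control diet. The paper's text describes the first 37 libraries and not the DEN tumours. Each library was assigned to its group from the labels of the deposited samples and the figure legends, and none from its values.

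The authors deposited 1 table of raw counts of reads per gene, with 45792 rows and a column for each library. They prepared stranded mRNA libraries, mapped the read pairs to mm10 with STAR in 2-pass mode and counted reads on the exons of Gencode version M6 genes with HTSeq in its intersection-nonempty mode. The versions of STAR and HTSeq and the strand option are not stated. The counts were not normalized, and the table holds no summary lines for reads without a gene, so the share of reads outside genes is not known. All rows name a gene. The table pairs 23214 rows with a gene symbol, and another 22182 took one from Gencode version M21. Coordinates are those of the Gencode version M21 annotation of GRCm38, the assembly also called mm10, which lists 45229 of the gene identifiers. A total of 29292 rows had a count in at least 1 library.

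The total count per library ranged from 23798251 to 45751398. At this depth genes with a few counts per library, such as Tnf, Nos2, Csf2, Ifng and Foxp3, are measured with a large counting error, and those removed by the filter were not compared between groups. Cd8a and Foxp3 were still set against Cd44 by correlation. Counts of reads are not counts of independent molecules, since the libraries carry no molecular identifiers. No pair of libraries of 1 condition was alike enough to be the same library deposited again. The smallest chi-square per gene between such a pair was 13.8, where sampling noise alone gives about 1.

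Differential expression was tested with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were filtered with filterByExpr on the groups compared, library sizes were adjusted with TMM, and glmQLFit and glmQLFTest were used without covariates, with Benjamini-Hochberg adjusted p-values under 0.05 taken as a call. There were 5 comparisons. They were diet in non-tumour liver (13723 genes), the 14 tumours without DEN against the 23 non-tumour livers (14438 genes), DEN tumours against other tumours on the ALIOS diet (14934 genes), diet in DEN tumours (14944 genes), and the difference between the effect of diet in DEN tumours and in non-tumour liver, called the interaction (15606 genes). Only the groups compared entered each fit. The paper's own comparison, of the G2 with the G1 mice, was not repeated, because the paper's text does not say which liver is in which group and groups made from the same counts would be tested on the values that define them.

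The 4 transcripts of Fig. 7A were compared as log2(count divided by the DESeq2 size factor + 1), with size factors over the 23 non-tumour livers from DESeq2 1.42.0. Tests of single values were 2-sided permutation tests with 100000 resamples, or exact permutation tests where a group had fewer than 10 libraries, in scipy 1.17.1 with numpy 2.4.6 and pandas 2.3.3 under Python 3.11.15. The smallest p-value such a 2-sided test with 100000 resamples can give is 2e-05 for a difference between groups. For a correlation it is 1e-05. Scores are means over a gene list of the z scores of log2 CPM (counts scaled to a library total of 1000000, from edgeR with a prior count of 2) across the libraries compared, or across all 50 libraries for scores that involve DEN tumours and for the clock genes. The clock score is the mean over the morning genes minus the mean over the evening genes. Gene lists were tested with camera at its preset correlation of 0.01 and with fry, over 55 pairs of list and comparison. Libraries were clustered with hclust and ward.D2, which the paper names, on variance-stabilized counts, since the paper's text does not name the values it clustered.

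There were 13 gene lists, written from general knowledge: inflammatory response, NF-kB targets, IL6-JAK-STAT3, macrophage, T cell, proliferation, extracellular matrix, beta-catenin targets, hepatocyte, erythroid, pancreas acinar, adipocyte and sex. The lists of kidney, endothelial and clock genes were added later. The sample groups, the tests, the 13 lists, the alternatives and the rule for named genes were set before the data were examined, except where an alternative is said to be added later. By that rule, the genes named are those of Fig. 7A, the markers Adgre1, Cd4, Cd8a and Foxp3, the genes the paper measured by qPCR, the upstream regulators of Fig. 6D, Mki67, and in each comparison the 3 genes with a symbol with the smallest p-values in each direction among the calls. Other genes were named after their values were seen.

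The alternatives were DESeq2's Wald test, edgeR with DESeq2's size factors, no filter on counts, a filter of 10 counts in every library, 1 fit over all 6 groups, a threshold of 2-fold, each library left out in turn, other sets of tumours, the Mann-Whitney test, a pseudocount of 0.5, other distances and gene numbers (500 and 5000 most variable genes) for clustering, and fry and estimated correlations for the lists. Other splits of the same libraries were drawn 100 times for each comparison. The closing section gives their effects.

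The fits were tested on simulated data. For every comparison the gene means and spread came from the 23 non-tumour livers, and only the library sizes from the libraries compared. The spread among tumours was not simulated, so the shares below do not measure power in comparisons with tumours. Among well-counted genes, 200 were changed by 1.5 on the log2 scale. The edgeR test recovered 99% of them in the diet comparison of non-tumour liver, 99.5% in the tumour comparison, 99% in the DEN comparison, 94.5% in the diet comparison of DEN tumours and 92.5% in the interaction, with 2.07% to 6.16% of calls false. DESeq2 made 6.44% to 14.3% false calls on the same data. Of 100 random lists, 0 had a p-value under 0.05 with camera or with fry. The simulated genes varied independently of each other. Such lists cannot show how often camera at its preset correlation passes a list of correlated genes by chance.

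The mutation calls, the human metagenes, the qPCR values and the histology of the paper were not used here. Neither the labels nor the paper's text give the cage, supply batch, sequencing batch, lane or hour of tissue collection of each library. They also do not say which tumour and non-tumour liver came from 1 mouse, so none of these entered a fit. In the paper whole cages were allocated at random to the groups, within batches of supplied mice. The tests treated each library as independent, so their p-values can be too small if mice of a cage are alike.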

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

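The tests of central vein liver and of depth or scaling in tumour T24 were chosen only after the results were seen. The same holds for leaving out T1 in the proliferation score, and for the place of T23 and T25 between non-tumour liver and tumour.

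The DEN tumours are tumours of mice that received the carcinogen DEN, 8 on the ALIOS diet and 5 on the control diet, with 28727716 to 45751398 counts per library. The paper does not report on them. In each group of 4 to 10 libraries, the levels of the named genes and the list scores were searched for a library far from the rest of its group. Of 54 groups searched, 8 had such a library, where chance gives about 2.7, and 5 of the 8 were in 1 tumour, T24.

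Tumour T24, an ALIOS diet tumour, stood apart from the other 7 DEN tumours on that diet in 5 measures. Its log2 CPM were 6.60 for Cd44 (1.82 to 3.84 in the others), 3.86 for Trem2 (-0.96 to 0.77) and 8.90 for Col1a1 (1.29 to 3.79). Its extracellular matrix score was 1.85 (-0.23 to 0.44) and its hepatocyte score -1.13 (-0.27 to 0.19). A lower share of hepatocyte RNA would raise the genes of every other cell type alike. The endothelial list does not show this, since in T24 its median gene differed from the other ALIOS diet DEN tumours by -0.5041 on the log2 scale, within the -1.03 to 0.21 seen among those 7 tumours. The macrophage list rose by 1.31 and the extracellular matrix list by 1.97 by the same measure, and the hepatocyte list differed by -1.31. More macrophages or matrix-forming cells in that tumour is a candidate explanation that stays open, and histology was not analysed here.

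The beta-catenin target list was also raised in T24. Over ALIOS diet tumours with DEN against those without, the list had a median log2 fold change of 2.11, with 19 of 19 genes higher. Without T24 the median was 0.36, with 17 of 19 genes higher. By diet among DEN tumours the list had a median of 2.89, and 1.58 without T24. In the interaction it had 2.51, and 1.41 without T24, so by diet the rise did not rest on that tumour alone. The list was lower in tumours without DEN than in non-tumour liver (median log2 fold change -1.35). On the scale given below for T23, T23 and T25 lay at 0.351 and 0.566. Every control diet DEN tumour lay farther from non-tumour liver (0.977 to 1.28). Non-tumour liver in T23 and T25 is therefore left open as a source of the remaining rise. With T24 kept, the comparison by diet and the interaction passed with camera (adjusted p = 4.82e-05 and 1.35e-05). Neither passed with fry (adjusted p = 0.519 and 0.231). In T24 the list lay 5.58 above the other ALIOS diet DEN tumours. Liver like that of the 23 non-tumour livers cannot be the whole source, because 17 of the 20 genes were above the highest of them in T24. Those libraries mix all zones of the liver. A sample rich in liver around central veins, where such genes are transcribed, is therefore left open. A difference in depth or scaling is argued against. No scaling factor changes the order of genes within a library, and all 8 tumours were thinned to 28727716 counts, since T24 was the deepest with 45751398. The median gene of the list then stood 48.1251 percentiles higher in T24 than in the other 7, which ranged from -16.8 to 30.5 by the same measure. An active beta-catenin pathway in this tumour may explain the list, but mutations were not analysed here. As a set the list passed with camera (adjusted p = 4.53e-06) and did not with fry (adjusted p = 0.317).

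Tumour T23, also from an ALIOS fed mouse given DEN, had the lowest levels of 2 tumour markers. Its log2 CPM were 4.28 for Afp, where the other 7 had 8.17 to 11.3, and 2.81 for Gpc3, where they had 7.36 to 9.69. Non-tumour liver in the sample is a candidate explanation. On a scale from 0 for the mean non-tumour liver to 1 for the mean tumour, taken over 2150 tumour genes, T23 lay at 0.3507. The non-tumour livers reached 0.332 (N17, SD of the 23 livers 0.114), and the lowest tumour without DEN was T2 at 0.309. The explanations of a mixed sample and of a tumour close to non-tumour liver cannot be told apart, because T23 lies within 1 SD of the highest non-tumour liver and the low tumours share its position.

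Tumour T25 had the lowest Nos2 level of the 8 ALIOS diet DEN tumours, -3.42 log2 CPM against -1.06 to 0.18 in the others. That value rests on 1 read, so counting error is large. On the scale used for T23, T25 lay at 0.566, the lowest DEN tumour apart from T23. Non-tumour liver in the sample is therefore left open.

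The effect of diet differed between DEN tumours and non-tumour liver in 354 genes by the interaction test (edgeR's adjusted p under 0.05), 162 with a higher and 192 with a lower effect in the tumours. Of 100 splits of the same libraries, the real one included, 8 gave at least as many genes, and the largest gave 3735. The number is therefore not beyond what other groupings of these libraries give. It also depended on single tumours. Without T24, left out after its values were seen, 732 genes passed, 330 of them shared. Without the control diet tumour T17 there were 174 genes, and without T18 or T20 there were 191. The higher genes with the smallest p-values were Ugt3a2, Onecut2 and Asap2 (log2 differences of 1.33, 2.31 and 2.62), and the lower ones Far2, Tmem86a and Cidec (-3.90, -1.77 and -3.93). Asap2 overlaps Itgb1bp1 and Far2 overlaps Ergic2 by whole gene spans. Exons were not compared, so whether the counts of Asap2 and Far2 are affected is uncertain. Far2 had at most 24 reads in any non-tumour liver. Since every tumour in the test also had DEN, tissue and DEN cannot be told apart in it.

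Within the DEN tumours, 2 genes differed by diet in edgeR, Nmrk1 (log2 fold change -1.41, adjusted p = 0.0342) and Sik1 (-0.85, adjusted p = 0.0409), both lower on the ALIOS diet. Of 100 splits of the 13 tumours, 2 gave as many genes, the real one included, and the largest gave 24. Leaving out 1 control diet tumour at a time left 0 genes, or 1 without T20, and that gene was neither Nmrk1 nor Sik1. Without T24, 14 genes passed, including both. The fits that left 0 genes were those without T17, T18, T19 or T21, with 1014, 1022, 983 and 1384 genes at an unadjusted p under 0.05.

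The proliferation score of the 13 DEN tumours was 1.204 above that of the 23 non-tumour livers (permutation p = 2e-05, the smallest the test can give), and all 13 lay above the non-tumour median. Among ALIOS fed mice, DEN tumours scored 0.604 above the other 13 tumours (exact permutation test, p = 0.0180), with 7 of 8 above their median. Without T1, which holds kidney transcripts, the difference was 0.550 (p = 0.0283). Between the diets, the scores of the DEN tumours differed by 0.251, within their spread (exact permutation test, p = 0.404). Gene by gene, 46 of the 60 proliferation genes were higher on the ALIOS diet there, with a median log2 fold change of 0.79. As a set they passed with camera (adjusted p = 0.000424) and did not with fry (adjusted p = 0.581). Gene by gene, 0 of 14934 genes differed between ALIOS diet tumours with and without DEN in edgeR, with 1132 at an unadjusted p under 0.05. A count of 0 is reached by any grouping, so all 100 of 100 splits gave at least as many. Within the proliferation list, 47 of 60 genes were higher and 36, higher or lower, passed when adjusted over the list alone. In that comparison the list passed as a set with camera (adjusted p = 1.11e-27) and did not with fry (adjusted p = 0.0728). The size of the tumours was not analysed here, so DEN and tumour size are both left open.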

How the results depend on the processing

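The settings without tumour T24, with the clock gene score as a covariate and with trends in GC content or gene length removed were chosen only after results were seen, and so was leaving out T1 in the scores of DEN tumours. The cause of the changes below was not tested, except where the text names it.

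The number of diet genes in non-tumour liver was 1542 in edgeR. DESeq2's Wald test gave 2415 genes, of which 1538 were shared, and 1 fit over all 6 groups gave 360, of which 257 were shared. A threshold of 2-fold, which can only remove genes, left 343. Across the 23 fits that each left out 1 liver, it ranged from 949 (without N17) to 2343 (without N13), and it was 957 without N19. DESeq2's size factors gave 1558 genes, no filter 1365, and 10 counts in every library 1243. Of the tumour genes (8360), 2449 passed the threshold of 2-fold. The other alternatives for this number lay within 1.5 times of it, from 6611 with 10 counts in every library to 11195 with no filter, and ALIOS fed mice alone gave 6683.

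For DEN in ALIOS diet tumours, edgeR gave 0 genes (1132 at an unadjusted p under 0.05). DESeq2 gave 37, 1 fit over all 6 groups gave 864, and the clock gene score as a covariate gave 6. For diet in DEN tumours, the number was 2 in edgeR, 152 with DESeq2, 95 in 1 fit over all 6 groups, 1 with no filter and 1 at 2-fold. It was 14 without T24 and 0 with the clock gene score as a covariate (554 at an unadjusted p under 0.05), and from 0 to 1 across the 5 fits that each left out 1 control diet tumour. The interaction gave 354 genes in edgeR, 646 with DESeq2, 218 at 2-fold, 732 without T24, and from 174 (without T17) to 446 (without T21) across the 5 fits that each left out 1 control diet DEN tumour. On data simulated with the spread of non-tumour liver, DESeq2 made more false calls than edgeR in all 5 comparisons, up to 14.3% of its calls.

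The inflammatory score differed by diet by 0.484. With the 47 genes of a mean count of at least 100 the difference was 0.290 (p = 0.0916), in the same direction, and with the median of the z scores it was 0.627 (p = 0.00774). The proliferation score kept its direction and its side of the threshold under the 3 alternatives, from 0.506 to 1.15. Between ALIOS diet tumours with and without DEN it differed by 0.604, and by 0.550 without T1 (p = 0.0283). The gene list tests gave 28 of 55 pairs with camera, 6 with fry and 0 with an estimated correlation. The 6 pairs of fry were all among those of camera.

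In 4 cases 1 cluster was too small for Fisher's exact test to fall under 0.05, so its relation to tissue or diet stays open. These were 1 minus the Pearson correlation as the distance for 36 libraries (p = 0.361), for 37 (p = 0.378) and for all 50 (p = 1), each of which set T1 alone apart, and the 500 most variable genes for the 23 non-tumour livers (p = 0.217).

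The 4 macrophage transcripts kept their direction and their side of the threshold with TMM log2 CPM, a pseudocount of 0.5, the Mann-Whitney test and edgeR. The 5 correlations with Cd44 did so with TMM log2 CPM and after the mean of each diet was removed, but Cd4 changed direction on the ALIOS diet alone, Adgre1 lost its call on the control diet and Cd8a lost its call on both diets. By Spearman's test Adgre1 also lost its call on the ALIOS diet and Cd68 on the control diet. In the gene-wise edgeR fits, the alternatives for single genes gave 762 values over 38 results. Of those set beforehand, 674 stayed the same, 20 became weaker, 2 became stronger and 2 reversed. Of those added later, 62 stayed the same and 2 became weaker. The reversed values were log2 fold changes by diet, 0.0188 for Cd4 without N7 against -0.18 with all livers, and 0.0474 for Mitf without N11 against -0.03. The lowest values were -0.2916 for Cd4 without N21 and -0.0502 for Mitf without N14.

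No paired analysis was possible because the numbers of the tumours and of the non-tumour livers run separately, and neither the labels nor the paper's text say which come from 1 mouse. The depth limits the results for transcripts with few reads. Tnf, Nos2, Cd8a, Foxp3, Csf2 and Ifng did not pass the filter by diet, so they were not tested by diet.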

Differences from the paper's values

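No test in this part was chosen after the results were seen.

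In the paper the cluster G2 holds about 10 of the 23 non-tumour livers (Supplementary Fig. 4A and Fig. 6A, read by eye). Here, in every setting, the cluster with the larger share of ALIOS diet livers was counted, and it held 5. Of the alternatives set before the data were examined, log2 CPM (14 livers), 1 minus the Pearson correlation (14) and the 5000 most variable genes (8) gave a number within 1.5 times of the paper's, and the 500 most variable genes (20) did not.

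Of the livers in G2, about 9 were from ALIOS fed mice in the paper (Supplementary Fig. 4A, read by eye), and 5 here. Log2 CPM (11), 1 minus the Pearson correlation (11), the 500 most variable genes (11) and the 5000 most variable genes (8) gave numbers within 1.5 times of the paper's.

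The legend of Supplementary Fig. 2 names 1 tumour, T6, within the non-tumour cluster of the paper's dendrogram. Here 3 tumours, T2, T3 and T6, were in that cluster. None of the alternatives set before the data were examined closed the gap, with 3 tumours from log2 CPM, 5 from the 500 and 5 from the 5000 most variable genes, and 12 from 1 minus the Pearson correlation. With T9 added, which the paper's dendrogram does not draw, the 500 most variable genes gave 2 tumours, T2 and T6, the nearest to the paper's number.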

Other observations

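Among the tests below, those of ribosomal RNA and diet for Gm42418, of clock genes by hour and by diet, of clock genes without T1, of depth between the diets and in T1, and of a small share of kidney RNA in T1 were chosen only after the result was seen.

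Between the diets, 1542 of 13723 genes differed in non-tumour liver (edgeR's quasi-likelihood test, adjusted p under 0.05), 923 higher and 619 lower on the ALIOS diet. Of 100 splits of the 23 livers, only the real one gave as many (1 of 100), and the largest of the others gave 1 gene. A difference in depth is argued against, since the totals did not differ by diet (permutation p = 0.9751), with medians of 30763687 on the ALIOS diet and 31152151 on the control diet. Removing each library's trend with GC content left 1513 of the 1542 calls, and removing the trend with gene length left 1418. With a score of clock genes as a covariate 1512 remained. Diet is therefore a candidate explanation for these differences, tested on the same libraries that showed them. Cage and supply batch could not be separated from diet, since neither is given for each library. The higher genes with the smallest p-values were Spink1 (log2 fold change 2.88, adjusted p = 1.10e-05; chromosome 18, 43728082 to 43737557 of GRCm38), Tmem86a (1.27, adjusted p = 5.00e-05) and Arhgap10 (1.26, adjusted p = 6.59e-05). The lower ones were Fam46a (-0.92), Gstp1 (-1.03) and Cspg5 (-2.63). Gstp1 has the near-identical neighbour Gstp2, so its count is uncertain. Mki67 was higher by 1.69 (standard error 0.38, adjusted p = 0.00831) and Adgre1 by 1.01 (standard error 0.24, adjusted p = 0.0100). Col1a1 was higher by 1.70 but failed the adjustment (adjusted p = 0.0812).

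The paper's table of the top 100 genes between its G2 and G1 mice was set beside the diet comparison, which is another contrast on the same 23 livers and so not independent evidence. Of 96 genes matched, 89 were tested and 88 had the same sign by diet. The exception was Cxcl9, named after its value was seen. At an adjusted p-value under 0.05 from edgeR over all genes 85 passed, and 87 adjusted over the list alone. Their median log2 fold change by diet was 1.01.

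Of the upstream regulators of Fig. 6D, Csf2 and Ifng had too few reads to be tested by diet. Mitf (log2 fold change -0.03, adjusted p = 0.874 from edgeR) and Ptger2 (0.20, adjusted p = 0.257) did not differ. Of the genes the paper measured by qPCR, Tnf had 5.48 ± 7.65 normalized counts on the control diet (SD, n = 12) and 7.61 ± 6.43 on the ALIOS diet (SD, n = 11). Nos2, the gene of iNOS, had 3.25 ± 7.601 and 4.60 ± 5.47. Neither passed the filter, and their spread exceeded the difference. In the tumours Gpc3 was higher than in the non-tumour livers by 7.70 (standard error 0.48, adjusted p = 3.97e-15 from edgeR), and Igdcc4, the gene of Nope, by 8.26 (standard error 0.55, adjusted p = 1.16e-14), from 1 to 13 reads per non-tumour liver. Nos2 was higher in the tumours by 2.21 (adjusted p = 0.000854). Col1a1 was higher by 1.72 (adjusted p = 0.00405), but not among ALIOS fed mice alone (adjusted p = 0.151).

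Of 11 lists tested by diet in non-tumour liver, 7 passed with camera and 2 of these also with fry, macrophage (median log2 fold change 0.90, 37 of 39 genes higher, 29 past the threshold and 32 when adjusted over the list alone) and T cell (1.24, 12 genes). The other 5 were proliferation (0.68), extracellular matrix (0.63), NF-kB targets (0.19), inflammatory response (0.15) and IL6-JAK-STAT3 (0.07), whose adjusted p from fry ranged from 0.0501 to 0.147. These medians depended on single livers, although none changed sign. With each liver left out in turn, proliferation ranged from 0.53 to 0.84 and extracellular matrix from 0.39 to 0.70. NF-kB targets ranged from 0.09 to 0.36, inflammatory response from 0.11 to 0.33 and IL6-JAK-STAT3 from 0.02 to 0.24. Beta-catenin targets (camera adjusted p = 0.870), hepatocyte (0.273), adipocyte (0.171) and sex genes (0.129) did not pass. The erythroid and pancreas acinar lists had 2 and 1 genes with enough reads and were not tested. In the tumours, NF-kB targets (0.82), extracellular matrix (0.96) and proliferation were higher and beta-catenin targets lower (-1.35, 16 of 19 genes) by both camera and fry. Of 100 splits of the 37 libraries, only the real one (1 of 100) gave as many tumour genes as the 8360 found, and the largest of the others gave 2652.

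The macrophage score was higher on the ALIOS diet by 1.06 (permutation p = 0.0004). A lower share of hepatocyte RNA would raise the genes of all other cell types, but the endothelial score differed by only 0.141 (p = 0.627). The macrophage score minus the endothelial score still differed by 0.9157 (p = 0.00524), with 10 of 11 ALIOS diet livers above the control median. More macrophage RNA on the ALIOS diet is thus a candidate explanation, and a change in macrophage number or in their transcripts cannot be separated by these counts.

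Across the 23 non-tumour livers, Cd44 was correlated with Cd68 (Pearson r = 0.891, p = 1e-05, the smallest possible, adjusted p = 7.5e-05 over 15 relations; Spearman rho = 0.852) and with Adgre1 (r = 0.855, rho = 0.779). Without N17 and N19, which lay farthest from the median of Cd44, r was 0.823 and 0.750. Within the diets, r with Cd68 was 0.670 on the control diet and 0.908 on the ALIOS diet. Cd8a, with 0 to 62 reads per liver, gave r = 0.761 (p = 5e-05, rho = 0.712), and 0.7098 without those 2 livers. Within the diets it gave 0.581 and 0.565, neither past the adjustment (adjusted p = 0.0908 and 0.116). Over all 23 livers no relation to Cd44 was found for Cd4 (r = 0.059, p = 0.789, rho = 0.099) or Foxp3 (r = 0.322, p = 0.135, rho = 0.232, 0 to 7 reads). Within the diets Cd4 went in opposite directions, with r = 0.530 on the control diet (adjusted p = 0.117) and -0.183 on the ALIOS diet (adjusted p = 0.680). Foxp3 gave 0.247 and 0.108. Without N17 and N19, r was 0.207 for Cd4 and 0.0949 for Foxp3. With Adgre1, r was 0.599 on the control diet (adjusted p = 0.0717) and 0.851 on the ALIOS diet (adjusted p = 0.00522). By Spearman's test the call was lost for Adgre1 on the ALIOS diet (rho = 0.664, adjusted p = 0.0943). It was also lost for Cd68 on the control diet (rho = 0.573, adjusted p = 0.126). Cd68 on the ALIOS diet kept its call (rho = 0.827, adjusted p = 0.0111). The paper's correlations are of cell counts by IHC, another measure.

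Library T1, labelled a tumour, held transcripts of kidney. Of 29 kidney genes in a list drawn up after Kap, Slc34a1 and Umod were seen, and holding none of those 3, 28 were highest in T1 and 19 were at least 10-fold above every other library. This suggests that the library labelled T1 holds kidney RNA in place of liver RNA. A small share of kidney RNA in a liver tumour would leave the hepatocyte genes near the other tumours, but T1 minus the median tumour was -9.627 on the log2 scale for the median hepatocyte gene. A liver tumour that lost its hepatocyte genes would not by itself gain the kidney genes, of which the median one was 7.4053 above the median tumour in T1. A difference in depth is argued against by its total of 29971909 counts. Whether the tissue or the label was exchanged was not tested. Without T1, 8579 genes passed in the tumour comparison, 4445 higher and 4134 lower. The values of single genes and the list tests given for that comparison keep T1.

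Genes of the circadian clock set some libraries apart. A score of 16 clock genes was 3.78 in N12, 2.18 in N11 and 2.35 in T7, and 3.53 in T27, 3.26 in T23, 2.28 in T16 and 1.93 in T25, all 4 of which are ALIOS diet DEN tumours, while all 11 ALIOS diet non-tumour livers lay between -0.56 and 0.18. Collection of tissues at different hours is a candidate explanation. It predicts that clock genes of opposite phase move apart, and over 8 clock genes not used to find the pattern the 2 sides had r = -0.3725 across 49 libraries, once the mean of each group was removed (p = 0.0094; rho = -0.243, p = 0.0947). Without T1 and T23, the 2 farthest libraries, r was -0.288 (p = 0.0503). The relation rests partly on those libraries, so the explanation stays open, and the paper's text gives no hour of collection for each mouse. No relation of the score to depth was found (r = -0.2076, p = 0.153), which leaves a weak one open. Among the non-tumour livers the mean score did not differ by diet (p = 0.6783), but N11 and N12 weigh on that mean. The medians were -0.08 on the ALIOS diet and -0.53 on the control diet, and 10 of 11 ALIOS diet livers lay above the control median, so diet is left open too. Among the DEN tumours the score was 2.56 higher on the ALIOS diet (exact permutation p = 0.01088), where an effect of diet and an effect of the hour of collection cannot be told apart, because the hour of each mouse is not given. The 8 ALIOS diet DEN tumours ran from -1.51 (T22) to 3.53 (T27), wider than that difference, which goes against 1 hour shared by all 8. ALIOS diet DEN tumours also scored 2.01 above the other ALIOS diet tumours (exact permutation test, p = 0.00119), and 1.93 above them without T1 (p = 0.00189). In that comparison all 10 evening clock genes were lower, with a median log2 fold change of -0.98 (fry, adjusted p = 0.00202), and the morning genes were higher, with a median of 0.95 (adjusted p = 0.0111).

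The transcript Gm42418 took 0.439% to 12.2% of all counts, with a median of 1.20% over the 50 libraries, and was highest in N9 (12.2%), N10 (9.84%) and N22 (7.96%). These genes were named after their values were seen. An annotated ribosomal RNA gene overlaps it on the other strand, so ribosomal RNA carried into the libraries is a candidate explanation. Its share followed that of Gm26917 across libraries (r = 0.9242, p = 1e-05, the smallest possible; rho = 0.872; 0.897 without N9 and N10). This cannot settle the source, since AY036118, the gene chosen for the test at first, had 0 counts in all libraries and Gm26917 was chosen later. No difference of the share by diet was found in non-tumour liver (permutation p = 0.7346), which leaves a small one open.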
